# Ligation-free ribosome profiling of cell type-specific translation in the brain

**DOI:** 10.1186/s13059-016-1005-1

**Published:** 2016-07-05

**Authors:** Nicholas Hornstein, Daniela Torres, Sohani Das Sharma, Guomei Tang, Peter Canoll, Peter A. Sims

**Keywords:** Ribosome profiling, Brain, Translation

## Abstract

Ribosome profiling has emerged as a powerful tool for genome-wide measurements of translation, but library construction requires multiple ligation steps and remains cumbersome relative to more conventional deep-sequencing experiments. We report a new, ligation-free approach to ribosome profiling that does not require ligation. Library construction for ligation-free ribosome profiling can be completed in one day with as little as 1 ng of purified RNA footprints. We apply ligation-free ribosome profiling to mouse brain tissue to identify new patterns of cell type-specific translation and test its ability to identify translational targets of mTOR signaling in the brain.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1005-1) contains supplementary material, which is available to authorized users.

## Background

Ribosome profiling allows genome-wide measurements of ribosomal occupancy with single-nucleotide resolution [1]. Using deep sequencing as a readout for protein synthesis, the technique has enabled the discovery of previously unannotated open reading frames (ORFs) [1–4] and provided new insights into the mechanisms of translation initiation and elongation[5], localized translation [6], and the signaling pathways underlying translational control [7, 8]. In addition, ribosome profiling has been applied in many cellular contexts, including yeast [1], bacteria [9], primary mammalian cells [2], and complex tissues [10], to assess the role of translational control in basic physiological processes and its dysregulation in diseases like cancer.

While ribosome profiling is widely used, the library preparation procedure is relatively complex [11]. Most protocols involve nuclease footprinting of polysomal RNA followed by purification of ribosome-bound mRNA footprints using a sucrose gradient, sucrose cushion, or gel filtration column. After isolation of mRNA footprints by gel electrophoresis, one of multiple library preparation schemes is used to attach universal sequence adapters to the mRNA or cDNA footprints using either single-stranded intermolecular ligation [12, 13] and/or intramolecular circularization [1, 11] (Fig. 1a). Because these protocols often involve multiple ligation, gel purification, and nucleic acid precipitation steps, library preparation alone typically takes several days [11]. Here, we report a new approach to library construction for ribosome profiling that eliminates ligation and requires only one initial gel purification step to isolate RNA footprints (Fig. 1a). The procedure, which is based on template switching [14, 15], is highly sensitive and requires only ~1 ng of gel-purified RNA footprints. Following footprint isolation, library construction for ligation-free ribosome profiling can be completed in one day.

**Fig. 1:**
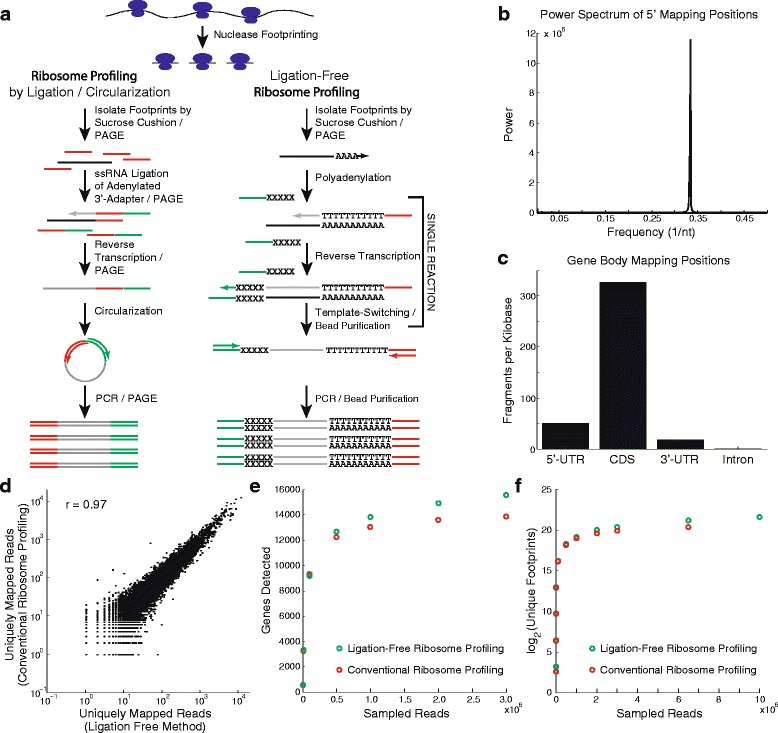
Comparison of ligation-free ribosome profiling with conventional methods. **a** The steps involved in conventional ribosome profiling and ligation-free ribosome profiling. **b** The power spectrum of 5′ mapping positions from coding sequence (*CDS*) reads resulting from the ligation-free ribosome profiling method shows clear three-base periodicity that is characteristic of ribosome profiling libraries and reflects the single-codon translocation of the ribosome. **c** Gene body distribution of mapped reads from ligation-free ribosome profiling show strong preference for CDS, an additional property inherent to ribosome profiling libraries. **d** Comparison of the number of uniquely mapped reads per gene in libraries generated with footprints from mouse forebrains prepared with a conventional ribosome profiling strategy and the ligation-free method; the Pearson correlation r = 0.97 indicates a concordance between the two methods. **e** Saturation analysis showing the number of unique genes detected following downsampling of ligation-free ribosome profiling and conventional ribosome profiling. **f** Saturation analysis showing the number of unique footprints detected following downsampling of ligation-free ribosome profiling and conventional ribosome profiling. *PAGE* polyacrylamide gel electrophoresis, *PCR* polymerase chain reaction, *ssRNA* single-stranded RNA, *UTR* untranslated region

In addition to characterizing the performance of ligation-free ribosome profiling, we applied our technique to assess cell type-specific translational regulation in the murine brain. The brain harbors a broad diversity of cell types, including astrocytes, oligodendrocytes, microglia, glial progenitors, endothelial cells, and many different types of neurons that likely control translation through different signaling pathways. In addition, many neuron-specific transcripts are translated locally in dendrites and translational control has been shown to play a key role in memory [16–19]. We took advantage of a recently reported database of neural cell-specific gene expression [20] to identify patterns that indicate cell type-specific regulation of translation. As an orthogonal validation for neuron-specific genes, we used the RiboTag system [21] to purify and identify actively translated transcripts from excitatory neurons in the cortex of Camk2a-Cre/RiboTag mice. Finally, we used our technique to identify the genes controlled by mammalian target of rapamycin (mTOR) signaling in the brain by conducting ribosome profiling on the brains of mice treated with AZD-8055, an ATP-competitive inhibitor of mTOR that crosses the blood–brain barrier [22, 23].

## Results

### A ligation-free protocol for ribosome profiling

Ribosome profiling is more complicated than conventional RNA-Seq because the ribosome-protected mRNA footprints are short (~30 nucleotides) and lack poly(A) tails, which are often used as handles for either isolation or reverse transcription of eukaryotic mRNA. Previously established protocols for ribosome profiling address this problem by single-stranded ligation of a universal adapter to the 3′ end of mRNA footprints to facilitate reverse transcription, which incorporates a longer adapter into the 5′ end of the resulting cDNA [11]. Intramolecular ligation (circularization) of the cDNA effectively attaches a universal adapter to the 3′ end of the cDNA to enable PCR enrichment of the library [11]. Alternatively, a second ligation reaction can be used to attach an adapter to the 3′ end of the cDNA. These ligation reactions are notoriously inefficient and require excess adapter, which is typically removed by gel purification and subsequent overnight precipitation of the product [11]. These multi-step procedures and intermediate purification steps require multiple work days, are intrinsically lossy, and, therefore, require relatively high input [11].

To address these issues, we have applied the template-switching approach to library construction that has been successfully implemented in other low-input RNA sequencing protocols such as single-cell RNA-Seq [24–26]. Specifically, we have adapted a newly developed version of the SMARTer library construction technology (Clontech) for ribosome profiling (Fig. 1a). We first polyadenylate dephosphorylated RNA footprints using RNA poly(A) polymerase, similar to the earliest reported protocol for ribosome profiling [1]. We then reverse transcribe the polyadenylated footprints using an enzyme with template-switching activity. In a template-switching reaction, the reverse transcriptase (RT) first extends a primer (in this case oligo(dT) linked to a universal sequence on its 5′ end) to produce cDNA. Once the RT reaches the end of the RNA template, the terminal transferase activity intrinsic to the RT adds a low complexity sequence to the 3′ end of the cDNA in a non-template-directed fashion. The reaction is carried out in the presence of a second universal sequence adapter that is 3′ terminated with a low-complexity sequence, which hybridizes to the tail added to the cDNA by the RT. Upon hybridization of this second sequence adapter, the RT switches templates and copies the second adapter onto the 3′ end of the cDNA. As a result, both 5′ and 3′ universal adapters are simultaneously added to the cDNA in a single reaction without single-stranded ligation or intermediate purification steps. We then deplete the resulting product of rRNA using complementary oligonucleotides [11] and enrich the deep sequencing library by PCR.

### Comparison of ligation-free ribosome profiling with conventional ribosome profiling

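Ribosome footprints were sequenced from the brain of 4 adult Camk2a-RiboTag mice, of which mice A and B received vehicle and mice C and D received AZD-8055, an ATP-competitive inhibitor of mTOR. The authors trimmed the reads, clipped the poly(A) stretches, removed reads that mapped to rRNA, aligned the rest with TopHat2 and counted them on the CDS of each gene with HTSeq. The counts were deposited for each library without normalization, in a table of 20504 genes that holds gene symbols and no coordinates. Since neither a genome build nor an annotation is named with them, genes are identified here by symbol alone. A total of 27 entries had symbols that a spreadsheet had turned into dates, and they held 0.350% of all counts. The footprints counted on CDS numbered 9259938 in mouse A, 4551357 in mouse B, 3503873 in mouse C and 4759336 in mouse D, a 2.64-fold range. The paper states ranges for the reads per library before alignment and for the reads on CDS. The values here use the totals of the deposited counts. The total of mouse C lay under the paper's range for footprints on CDS, and those of mice A, B and D lay within it. The libraries of both mice of a condition differed by more than counting error. The chi-square statistic per degree of freedom was 3.61 across 13895 genes for the vehicle-treated mice and 2.74 across 13123 genes for the mice treated with AZD-8055.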

We used ligation-free ribosome profiling to measure genome-wide translation in the forebrains of adult mice. Unlike fragments generated in RNA-Seq, ribosome footprints map to the transcriptome with a three-nucleotide periodicity due to the characteristic translocation interval of the ribosome as it translates codons [1]. To verify that the RNA libraries generated using our technique originate from ribosome footprints, we computed the power spectrum of the 5′ mapping positions of RNA fragments (Fig. 1b). As expected, the data are highly periodic with a characteristic frequency of ~0.33 nucleotides^−1^, similar to what has been observed for conventional ribosome profiling [1]. In addition to three-nucleotide periodicity, ribosome profiling also exhibits a characteristic gene body distribution. The majority of reads are expected to map to the coding sequences (CDSs) of transcripts, whereas relatively few should map to the untranslated regions (UTRs) [1]. Many genes have been shown to contain unannotated upstream ORFs (uORFs) and so we also expect that more reads will map to the 5′ UTRs than the 3′ UTRs, which are largely depleted of ribosomes. As shown in Fig. 1c, ligation-free ribosome profiling reads map to the transcriptome with the expected gene body distribution.

To further validate the technique, we compared these results with our previously reported mouse forebrain data that we generated using conventional ribosome profiling [10]. Figure 1d shows that the ribosome footprint counts for each gene across the two data sets are highly correlated. We also compared the gene detection efficiency, saturation properties, and library complexities of the two data sets. We note that in our previously reported experiment with conventional ribosome profiling, we used more input monosomal RNA for library construction than in the current experiment with ligation-free ribosome profiling. In Fig. 1e, f, we use downsampling analysis to show that the two data sets are quite similar in terms of both the number of genes detected and number of unique ribosome footprints detected, respectively, at a given sequencing depth. These results imply that the library complexities produced by the two protocols are highly comparable.

In order to determine the sensitivity of both conventional and ligation-free ribosome profiling, we generated libraries from a defined 34-base RNA oligonucleotide at five input levels ranging from 0.01 to 100 ng. We constructed Illumina libraries from each dilution using the convention ribosome profiling protocol described by Ingolia et al. [11] and the ligation-free protocol described here. We then assessed our yield for each dilution using an Agilent Bioanalyzer (Additional file 1: Figure S1). We found that the ligation-free method is more sensitive and able to generate detectable libraries from less than 1 ng of input. For both methods we were able to generate quantifiable libraries; however, we were only able to generate libraries at 10 and 100 ng of input when using the conventional protocol with nine PCR cycles. In contrast, we were able to generate detectable libraries at all concentrations tested when using the ligation-free protocol with nine PCR cycles. We note that the 10 and 100 ng input libraries made with the ligation-free protocol exhibit over-amplification as evidenced by a broader product length distribution at higher-than-expected molecular weights. To directly compare all of the samples, we kept the number of PCR cycles constant and note that lower cycle numbers could be used to avoid over-amplification of higher input libraries with the ligation-free protocol. In addition, we note higher cycle numbers may result in sufficient library yields for the conventional protocol at lower concentrations, although this could result in increased amplification bias.

### Cell type-specific translation in the brain

One of the key metrics obtainable from ribosome profiling experiments is the translation efficiency (TE), which can be computed for each gene as the ratio of its ribosome footprint density to its expression level measured by RNA-Seq [1]. TE is proportional to the number of ribosomes per transcript averaged over all copies of a given gene.

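TE was computed for mice A and B, which had received vehicle, from the footprint library and the RNA-Seq library of the same brain sample. The RNA-Seq libraries were made from poly(A)-selected RNA, and the authors deposited the number of uniquely mapped reads on each gene. On CDS these were 9395385 reads in mouse A and 9891860 reads in mouse B. The counts were divided by DESeq2's size factors, computed over the 8 matched libraries of mice A to D together, and the normalized footprint count of each gene was divided by its normalized RNA-Seq count. The log2 TE of a gene was then averaged over both mice, without a pseudocount. A gene was kept with at least 75 counts in each kind of library, summed over both mice, which is the paper's threshold for a pair of samples. Where a value of 1 mouse is given, the limit was 37 counts in each of its libraries.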

We used ligation-free ribosome profiling and RNA-Seq to measure TE in the brain of an adult mouse, a complex tissue comprised of many different cell types. Both ribosome footprint densities and expression levels are complicated by cellular composition. This is also true to a large extent for TE; however, because TE is a ratio, the TE measured in homogenized tissue for a cell type-specific gene is accurate for both the tissue and the specific cell type that expresses the gene. Figure 2a shows the broad distribution of TEs for genes expressed in the brain of an adult mouse. 

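The log2 TE of the 10882 genes that passed the threshold had a median of 0.016 and an SD of 0.99 across genes. The 5th percentile was −1.76 and the 95th percentile 1.46, a 9.32-fold range. Map3k10 had the lowest value (−4.78) and Grin2b the highest (4.42). These 2 genes were picked as the extremes once the values had been seen. The difference in log2 TE between mice A and B had an SD of 0.28 across genes, and 99.3% of genes differed by less than 2-fold between the mice. The spread across genes was therefore larger than the spread between the mice. Across genes, which are not independent replicates, the values of both mice were correlated with Pearson's r of 0.960 and Spearman's rho of 0.950. Scaling by total counts in place of size factors moved the median most among the alternatives, to −0.082.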

While this result implies that there is a great deal of translational regulation in the brain, it tells us nothing about the contributions of different cell types.

**Fig. 2:**
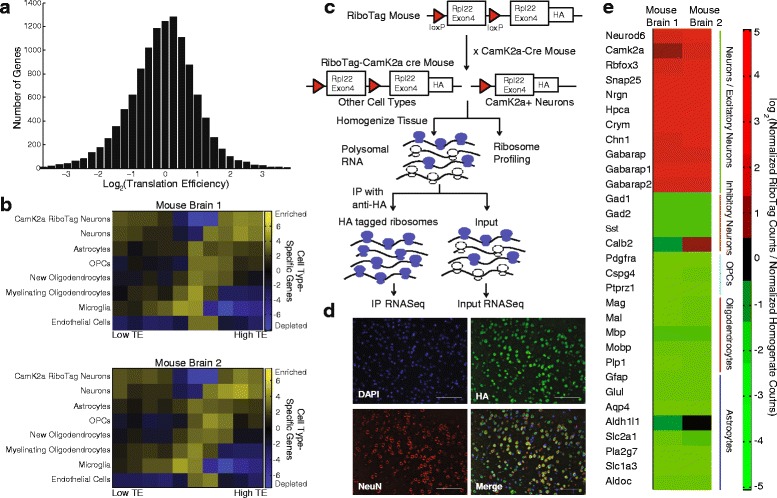
Unique patterns in the translation efficiency of cell type-specific genes in the brain. **a** The broad range of translation efficiencies (TEs) across genes expressed in the mouse brain based on ligation-free ribosome profiling. **b** TEs measured in two different mouse brains with ligation-free ribosome profiling were combined with cell type-specific RNA-Seq data to systematically associate cell type-specific gene expression and TE. We used gene set enrichment analysis (GSEA) to associate gene sets assembled from genes with similar TEs with a ranked list of all genes ordered by cell type-specificity for each cell type in the brain. The resulting heatmaps show the enrichment of genes with different TEs in cell type-specific genes for each cell type. Cell type-specific genes were identified using either RNA-Seq data from sorted populations or RiboTag RNA-Seq data (for Camk2a-expressing neurons). *OPC* oligodendrocyte precursor cell. **c** The RiboTag mouse model shows how the Camk2a-RiboTag mouse was generated. This provides an orthogonal means of identifying neuron-specific genes that are actively translated. *HA* hemagglutinin, *IP* immunoprecipitation. **d** Fluorescence imaging shows that Rpl22-HA (from the RiboTag allele) expression is specific to Rbfox3+ (NeuN+) cells (a pan-neuronal marker). **e** Heatmap of the RiboTag enrichment scores following immunoprecipitation of polysomes from Camk2a-RiboTag mouse brains demonstrates strong enrichment of genes specific to excitatory neurons and depletion of genes specific to other cell types in the brain in two different mouse brains

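Syt1 had a log2 TE of 1.76 in mouse A and 1.76 in mouse B, from 17131 and 7958 footprints and from 5602 and 5342 RNA-Seq counts, and it lay at the 97.2 percentile of all genes. Snap25 had a log2 TE of 1.31 ± 0.057 (SD, n = 2 mice), from 39961 and 19041 footprints, and lay at the 93.4 percentile. The log2 TE of Pkd1 was −3.63 ± 0.11 (SD, n = 2), from 133 and 99 footprints against 1918 and 2644 RNA-Seq counts, at the 0.175 percentile. Tgfb1 and Trpv6 were not in the list of genes with a TE, because their footprints fell short of 75. Tgfb1 had 27 footprints in mouse A and 13 in mouse B against 68 RNA-Seq counts in either mouse, a log2 TE of −1.18 and −1.20. Trpv6 had 12 and 20 footprints against 52 and 90 RNA-Seq counts, a log2 TE of −1.97 and −0.98. The difference between the mice in Trpv6 was large beside that of the other genes, and its footprint counts limit its precision.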

We validated our TE measurements by performing quantitative PCR (qPCR) on a set of highly translated (Syt1, Snap25) and lowly translated (Trpv6, Tgfb1, Pkd1) genes based on our ribosome profiling data. We first used sucrose gradient fractionation to separate mRNAs based on the number of bound ribosomes and collected fractions. We then used qPCR to assess the relative abundance of each gene in each fraction (Additional file 2: Figure S2). Several complications are associated with directly comparing qPCR data obtained from polysome profiles and ribosome profiling data. While the majority of transcripts for a highly translated gene may appear in polysomes with more than five ribosomes per transcript, resolution constraints make it difficult to accurately measure the number of bound ribosomes for each fraction, particularly for heavier polysomes. Furthermore, calculating TE based on log ratios without correcting for cytosolic mRNA levels has been previously shown to produce an inaccurate estimation of TE [27]. While it is difficult to quantitatively compare TE calculated from next-generation sequencing with that obtained from qPCR, we found that the highly translated genes probed are clearly shifted to heavier polysomes compared with the lowly translated genes probed. For example, we found that the maximum abundance of the highly translated genes Syt1 and Snap25 were in the seventh and ninth polysome fractions (greater than five ribosomes per transcript), respectively (Additional file 2: Figure S2). However, the maximum abundances of Trpv6, Tgfb1, and Pkd1, all of which are lowly translated, were in the fourth and fifth fractions (two or three ribosomes per transcript).

We also compared our ligation-free ribosome profiling and RNA-Seq data with a previously published whole-brain mass-spectrometry data set obtained from a mouse of similar genetic background and age [28]. We found that our ribosome profiling data were better correlated with protein abundance in the brain than our corresponding RNA-Seq measurements (Additional file 3: Figure S3). Hence, some of the difference in the explained variance may be attributable to the contribution of translation regulation on protein expression. This result is consistent with previously published observations in yeast in which mass spectrometry, RNA-Seq, and ribosome profiling were compared [1].

A recent study by Zhang and colleagues [20] produced RNA-Seq expression profiles from seven different cell types in the brain by sorting or immune-panning, including astrocytes, neurons, oligodendrocyte progenitor cells (OPCs), newly formed oligodendrocytes, myelinating oligodendrocytes, microglia, and endothelial cells. We used this data set to compute cell-type enrichment scores proportional to the specificity with which each gene is expressed in each cell type (see “Methods”). We then divided the transcriptome into ten gene sets evenly binned by TE and conducted gene set enrichment analysis (GSEA) against rank-ordered lists of cell-type enrichment scores for each cell type [29]. This analysis allowed us to systematically associate genes with varying degrees of cell type specificity and TE. The normalized enrichment score (NES) for each GSEA is shown in the heatmap in Fig. 2b (with bin-by-bin and cell type-by-cell type statistical analysis in Additional file 4: Figure S4), which reveals several interesting patterns. First, we found that microglial genes generally exhibit low TEs. 

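The RNA-Seq profiles of sorted cells, from which the paper ranked genes for each cell type, are not among the deposited counts, so lists of marker genes known for each cell type stood in for them. The 26 genes of the microglial list had a median log2 TE of −0.11, which lay 0.13 under the median of all genes, and 14 of them lay below that median. The value rested on mouse B more than on mouse A. The median of the list relative to all genes was −0.31 without mouse A, when 22 of the genes passed the limit on counts, and −0.035 without mouse B. Among 10000 random lists of as many genes, matched on the RNA-Seq count, 16.4% had a lower median. Fcgr3 lay lowest and Fcer1g highest (0.67), and the SD of 0.46 across the genes was smaller than in almost all random lists, at the 0.03 percentile. With a limit of 200 counts in place of 75, the median of the list relative to all genes was −0.31. A list of 20 endothelial genes lay lowest among the lists of cell types, with a median log2 TE of −0.73, at the 0.06 percentile of its random lists. A total of 17 endothelial genes lay below the median of all genes.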

Because we are studying the brains of healthy mice, these microglia are presumably not in an activated state. Previous studies have shown that protein synthesis-associated pathways are upregulated in microglia in certain disease contexts [30] and so these results could be dependent on genotype or other activating conditions such as injury or an inflammatory stimulus. Conversely, neurons, when considered as a broad group, exhibit the highest degree of variation in TE among their cell type-specific genes. 

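The list of 20 genes chosen as markers of neurons in general had a median log2 TE of 0.81, above the median of each of its 10000 random lists. The median relative to all genes was 0.77 without mouse A and 0.78 without mouse B. Only Rbfox3 (−0.22) and Celf4 (−0.10) among the 20 genes lay below the median of all genes. The SD of the list was 0.63, at the 0.32 percentile of random lists, for which the median SD was 1.10. The list of 20 astrocyte genes had a median of −0.10, at the 53.7 percentile, and an SD of 1.06, at the 57.0 percentile. Its median relative to all genes was 0.048 without mouse B and −0.25 without mouse A, so its direction depended on the mouse. The 11 excitatory markers of Fig. 2e had a median log2 TE of 0.20, at the 82.5 percentile of random lists, and the 4 inhibitory markers a median of 0.77, at the 97.4 percentile. Marker lists of this size hold well-known genes and say nothing about the other genes of a sorted population.

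**Figure D1:**
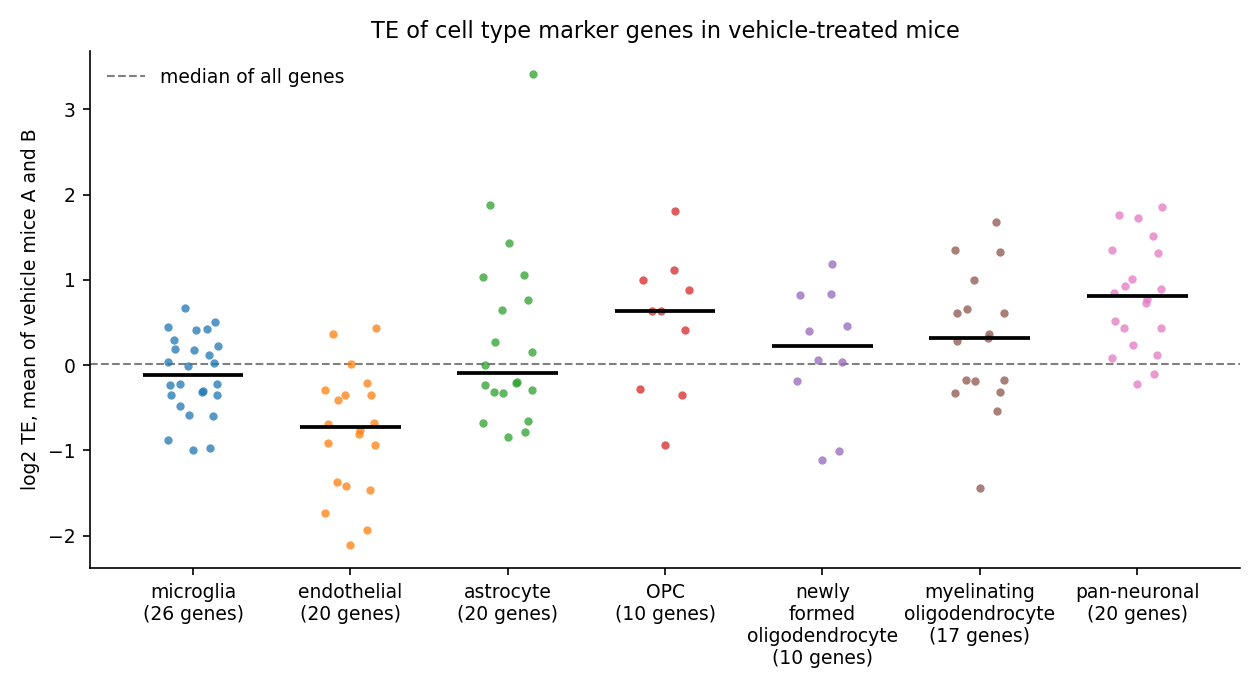
Log2 TE of each gene in the marker lists of 7 cell types, as the mean of vehicle-treated mice A and B. Points are genes, the black lines are the medians of the lists and the dashed line is the median of all genes at 0.016. The endothelial list lies lowest (median −0.73) and the pan-neuronal list highest (median 0.81).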

As shown in Fig. 2b, most neuronal genes are either very highly or very lowly translated, suggesting that neuronal genes are under a relatively high degree of translational regulation in comparison with other cell types in the brain.

Translational control is well-known to play an important role in neuronal function and memory formation. Structurally, neurons are highly complex cells that make extensive use of local translation to efficiently modulate protein expression far from the soma [31]. To validate our observation that neuronal genes are highly translationally regulated, we used the RiboTag system to isolate polysomal mRNAs from a specific neuronal subtype, namely excitatory neurons that express Camk2a. As shown in Fig. 2c, the RiboTag mouse harbors a modified ribosomal protein L22 (Rpl22) gene with a floxed terminal exon followed by a second copy of the terminal exon with a triple hemagluttinin tag (HA-tag) [21]. We crossed the RiboTag mouse with a mouse that expresses Cre recombinase under the control of the Camk2a promoter to produce mice which express HA-tagged ribosomes in Camk2a-expressing cells. Figure 2d shows that, as expected, the HA-tag is expressed exclusively in neurons, marked here by the pan-neuronal marker NeuN (Rbfox3). Hence, we can isolate polysomes from homogenized brain tissue of Camk2a-RiboTag mice and purify mRNA–ribosome complexes that originate from Camk2a-expressing neurons by immunoprecipitation (IP) of the HA-tag (Fig. 2c). 

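The RiboTag experiment has 4 poly(A)-selected RNA-Seq libraries, an input and an immunoprecipitate (IP) from each of mice E and F, whose HA-tagged ribosomes are expressed in Camk2a-expressing cells. The authors deposited unnormalized counts on exons and on CDS for these libraries. The exon counts total 21880153 in the input and 19681269 in the IP of mouse E, and 27878212 and 22237115 in those of mouse F. The CDS counts total 12580397 and 15585831 in the inputs and 9309496 and 9975629 in the IP libraries. Exon counts were used, since the paper does not say which of the tables its enrichment scores come from. The choice matters, because the median log2 ratio of exon to CDS counts was 0.56 and 0.58 in the inputs and 0.88 and 0.98 in the IP libraries of mice E and F. The enrichment of a gene in a mouse was the log2 of its IP count over its input count, after division by size factors over the 4 libraries. The IP and input libraries were also compared with edgeR's quasi-likelihood test on TMM-normalized counts of the 13254 genes with a mean of at least 37 counts per library. On CDS counts, the libraries of mice E and F differed by more than counting error. The chi-square statistic per degree of freedom was 9.88 for the inputs and 9.66 for the IP libraries.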

We obtained RNA-Seq expression profiles from both homogenized brain tissue and immunoprecipitated polysomes of two Camk2a-RiboTag mice. We compared the expression levels of each gene in the immunoprecipitated and homogenate profiles and observed that canonical markers of excitatory neurons were enriched by IP, whereas markers of other cell types in the brain, including inhibitory neurons, were depleted by IP (Fig. 2e). 

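All 11 excitatory markers of Fig. 2e were higher in IP than in input in both mice. Their median log2 enrichment was 1.10 in mouse E and 1.16 in mouse F. Nrgn had the highest value (2.21 ± 0.073, SD, n = 2 mice) and Camk2a the lowest (0.38 ± 0.091). The direction of Camk2a depended on the table. With CDS counts its enrichment was −0.36 in mouse E and −0.75 in mouse F. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the IP change of Camk2a was 0.27 (standard error 0.13, adjusted p = 0.105) on exon counts and −0.66 on CDS counts. The inhibitory markers Gad1 (−2.08 ± 0.38), Gad2 (−2.16 ± 0.36) and Sst (−1.89 ± 0.26) fell in both mice. Calb2 fell by 1.47 in mouse E and by 0.076 in mouse F, where its CDS counts gave a rise of 0.14. Its change had a standard error of 0.63 and did not pass the threshold (adjusted p = 0.462 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the mouse as a block in the same edgeR test its log2 change was −0.71 (adjusted p = 1.6e-05), short of a 2-fold change. The 3 OPC markers had medians of −3.90 and −3.77, the 5 oligodendrocyte markers of −3.19 and −3.15, and the 8 astrocyte markers of −2.87 and −2.73. None of these 16 genes was higher in IP in either mouse. The least depleted was Aldh1l1 (−0.84 ± 0.26). With scaling by total counts in place of size factors the median of all genes fell by 0.39, and the marker medians moved most, to 0.70 for the excitatory and −2.38 for the inhibitory markers. Across 13248 genes, which are not independent replicates, the enrichment in mice E and F was correlated with Pearson's r of 0.958 and Spearman's rho of 0.967.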

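Over all tested genes, edgeR's quasi-likelihood test gave 1545 genes enriched more than 2-fold by IP and 2888 genes depleted more than 2-fold, and all of them moved the same way in both mice. The genes with the largest rise were Sptb (2.78, standard error 0.10, adjusted p = 4.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Rn45s (2.39), Scand1 (2.36), Rprml (2.30) and Cited1 (2.29), on the log2 scale. Rn45s is the precursor of rRNA, which carries no poly(A) tail, and its inputs held 45316 and 21853 normalized counts in mice E and F. Erbb4 fell most, from 347 and 320 normalized counts in the inputs to 5.33 and 2.31 in the IP libraries of mice E and F. Slc16a4, Chat and Plcxd3 fell strongly too, with between 81.8 and 152 normalized counts in the inputs and between 0 and 3.46 in the IP libraries. IP counts this low leave the size of these 4 falls uncertain, so no fold change is given.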

We then repeated the GSEA described above with TE gene sets and genes rank-ordered based on their enrichment by RiboTag IP. This analysis recapitulated the results found for neuronal genes derived from purified neurons in that genes specific to Camk2a-expressing neurons, and not just neurons in general, appear highly translationally regulated (Fig. 2b). 

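The TE bins were built from mice A and B around the median, as in the paper, with 10 bins of 0.75 units. The log2 scale and open outer bins were chosen here, and a classic GSEA was run along the 10859 genes ranked by the mean RiboTag enrichment of mice E and F. Bins 1, 2 and 3, which hold the lowest TE, had an NES of −2.49, −2.09 and −2.38. Bin 4 had an NES of 1.16, bin 5 of 2.68 and bin 6 of 4.80. Bin 7 had an NES of −3.58, and bins 8, 9 and 10, which hold the highest TE, of −5.16, −3.61 and −2.02. A negative NES means that the genes of a bin lie toward the depleted end of the ranking. The outer bins were small, with 64 genes in bin 1, 95 in bin 9 and 23 in bin 10. Against 10000 permutations of the genes, which describe these libraries and not other mice, the adjusted p was 0.259 for bin 4 and between 0.000407 and 0.00488 for the other bins, where 0.000407 is the smallest that the permutations gave for any bin. The median log2 enrichment was −0.47 in bin 1, 0.29 in bin 6 and −0.63 in bin 10, and 0.16 over all ranked genes. The mean NES was −2.32 over the 3 lowest bins, 1.26 over the 4 middle bins and −3.59 over the 3 highest bins. With CDS counts these means were 0.87, 1.13 and −6.30, but the 3 lowest bins then went both ways. Bins 1 and 2 did not pass the threshold (−1.40 and 1.55, adjusted p = 0.0997 and 0.0626 from permutations of the genes), and bin 3 reversed to 2.46. The mean over the middle bins was 2.56 with bins of equal gene number, 0.71 without mouse F and 0.65 without mouse A. From its own GSEA along the RiboTag ranking, the paper concludes that the pattern it found in purified neurons holds for a specific subtype of excitatory neurons. In that pattern the genes have either high or low TE. With exon counts and these bins the result here went the other way, since the lowest and highest bins lay toward the depleted end. With CDS counts the highest bins did so as well.

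**Figure D2:**
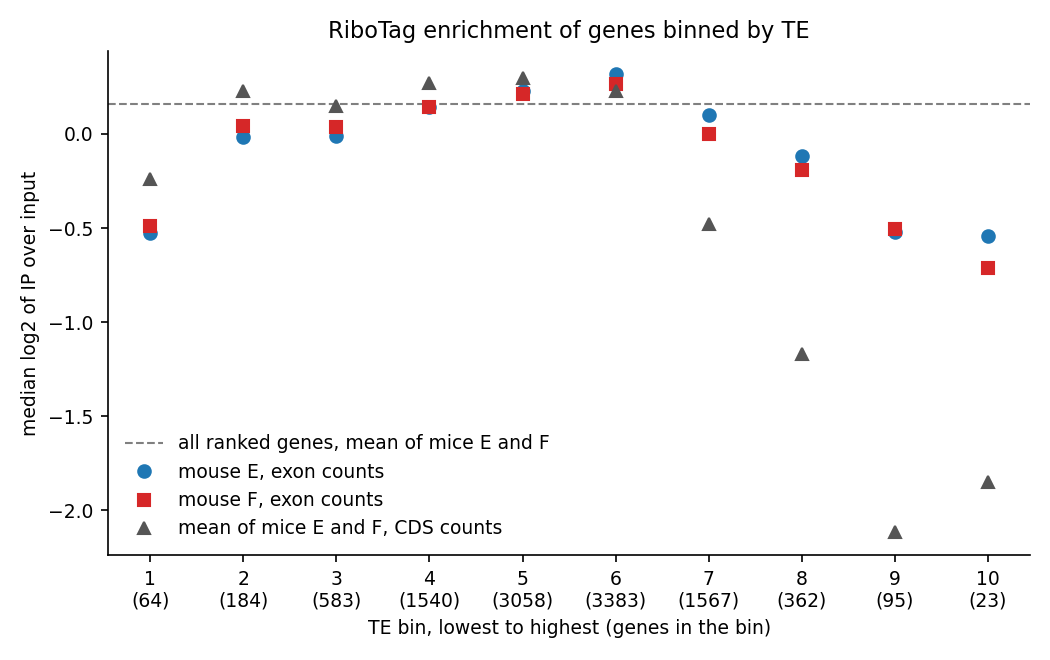
Median log2 of IP over input for the genes of each TE bin, from the lowest TE (bin 1) to the highest (bin 10), with the number of genes in brackets. Circles and squares are mice E and F with exon counts, triangles are the mean of both mice with CDS counts, and the dashed line is the median of all ranked genes. The medians with exon counts are highest in bin 6 (0.29 as the mean of both mice) and fall toward both ends.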

A subset of genes expressed in these neurons exhibit relatively high TE, while the remaining exhibit relatively low TE. Not only do these results provide an orthogonal validation of our GSEA based on pan-neuronal gene expression, they also show that the pattern holds for a specific subtype of excitatory neurons in the cerebral cortex.

Finally, these data reveal a simple developmental trend in the oligodendrocyte lineage. Oligodendrocytes, which are primarily responsible for enwrapping neuronal axons with myelin sheaths, are a unique cell type in that their progenitor cells (OPCs) are widely distributed in the adult brain, where they actively proliferate and differentiate to generate new myelinating oligodendrocytes. Hence, we can detect gene expression and translation from different stages of oligodendrocyte development within homogenized brain tissue. 

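Marker lists stood in for the sorted populations of the oligodendrocyte lineage, and no list holds more than 17 genes with a TE. The 10 OPC genes had a median log2 TE of 0.63 (0.68 in mouse A and 0.59 in mouse B), at the 98.0 percentile of 10000 random lists matched on the RNA-Seq count. The 10 genes of newly formed oligodendrocytes had a median of 0.23 (0.36 in mouse A and 0.12 in mouse B), at the 55.6 percentile. Relative to all genes this median was 0.21, and it was 0.36 without mouse B. The 17 genes of myelinating oligodendrocytes had a median of 0.32 (0.48 in mouse A and 0.23 in mouse B), at the 93.1 percentile. The OPC median exceeded that of myelinating oligodendrocytes by 0.32 (p = 0.388 in a two-sided permutation test with 100000 permutations of list membership, adjusted p = 0.582 over a family of 6 comparisons) and that of newly formed oligodendrocytes by 0.41 (permutation p = 0.378, adjusted p = 0.582). Newly formed and myelinating oligodendrocytes differed by −0.090 (permutation p = 0.831, adjusted p = 0.914). Tnr was highest among the OPC genes (1.80) and Cacng4 lowest (−0.94).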

Based on our analysis, OPC-specific genes are translated more efficiently than those of either newly formed or mature, myelinating oligodendrocytes, which exhibit the lowest TE of the three. As shown in our statistical analysis in Additional file 4: Figure S4, the comparison between OPCs and myelinating oligodendrocytes is very significant for highly translated genes, as is the comparison between newly formed oligodendrocytes and myelinating oligodendrocytes. While one might expect myelinating oligodendrocytes to be less translationally active in comparison with OPCs because they are post-mitotic, their primary role in the brain is to produce large amounts of myelin, which is comprised mainly of proteins and lipids. Nonetheless, we found that most myelin genes have low TE compared with the overall median in the brain (log_2_(TE) = −0.02), including Mog (−0.15), Mbp (−0.51), Mobp (−1.42), and Mag (−0.28), with the exception of the transmembrane protein Plp1, which has a TE of 1.02. Hence, despite the importance of protein synthesis to the function of myelinating oligodendrocytes, translation of oligodendrocyte-specific genes is relatively inefficient.

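Per mouse, the log2 TE of Mog was −0.17 ± 0.23 (SD, n = 2 mice), from 551 and 680 RNA-Seq counts and 493 and 237 footprints in mice A and B. The value was −0.53 ± 0.027 for Mbp, −1.44 ± 0.051 for Mobp and −0.31 ± 0.034 for Mag (SD, n = 2 for each). For these 4 genes both mice lay below the median of all genes. Mog was closest to it, with −0.013 in mouse A and −0.33 in mouse B, and its distance from the median in mouse A was smaller than the difference between the mice. Mobp lay at the 8.12 percentile of all genes, Mbp at the 28.1, Mag at the 36.3 and Mog at the 42.0. Among the markers of myelinating oligodendrocytes, Tspan2 (1.68), Ermn (1.35) and Ugt8a (1.32) had the highest log2 TE.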

We used gene ontologies (GOs) to further refine these insights into cell type-specific translation. In Fig. 3, we used GSEA to identify GOs that were strongly associated with cell type-specific genes from each of six cell types in the brain (Additional file 5: Table S1). We then produced heatmaps indicating the median TE of each GO. Figure 3 contains many of the qualitative patterns found in Fig. 2b, with neuronal GOs exhibiting a broad range of TEs and microglial and oligodendrocyte GOs exhibiting relatively low TEs. In addition, this analysis reveals some of the gene functions associated with the highly translated and lowly translated neuronal genes. For example, genes associated with synaptic function, particularly those that are released by neurons in a synapse, are generally highly translated. Conversely, sodium, potassium, and, most particularly, calcium channels exhibit much lower TEs.

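Table S1 gives the names and median TEs of the ontologies but not their genes, so a list of 52 genes of synaptic vesicle release and secreted peptides and proteins stood in for them. Their median log2 TE was 0.71, above the median of each of 10000 random lists of as many genes matched on the RNA-Seq count, and 8 of the 52 genes lay below the median of all genes. Rab3c had the highest TE (3.07), followed by Sv2c (2.50). The vesicular glutamate transporter Slc17a7 had the lowest (−0.97). Relative to all genes the median was 0.70 without mouse A and 0.69 without mouse B. With a limit of 200 counts in place of 75 it was 0.62, the largest shift among the alternatives.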

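Gene symbols of the sodium (Scn), potassium (Kcn) and calcium (Cacn) channel families stood in for the channel ontologies. Membership and the word subunit rest on the symbol alone, and the function of each gene in a channel was not checked. The 21 genes with a Cacn symbol, Cacng genes included, had a median log2 TE of −0.69. That value lay at the 1.64 percentile of 10000 random lists matched on the RNA-Seq count. A total of 14 of these genes lay below the median of all genes. They ranged from Cacng7 (−2.60) to Cacna2d1 (2.49), with an SD of 1.38 (96.4 percentile of random lists). The 60 potassium channel subunits had a median of 0.25, at the 96.4 percentile. Their SD of 1.26 was wider than in most random lists (99.6 percentile), from Kcnh3 (−2.99) to Kcnh7 (3.02). Without mouse A the potassium channel median relative to all genes was 0.40 in place of 0.23, when 57 of the genes passed the limit on counts, and over the same 60 genes it was 0.24 in mouse B. The 10 sodium channel subunits had a median of 0.74, at the 99.2 percentile, and 2 of them lay below the median of all genes. The median of the release genes exceeded that of the calcium channels by 1.40 (p = 1e-05 in a two-sided permutation test, the smallest that 100000 permutations can give, adjusted p = 6e-05 over 6 comparisons of lists) and that of the potassium channels by 0.47 (permutation p = 0.00349, adjusted p = 0.0105). It did not exceed that of the sodium channels, from which it differed by −0.020 (permutation p = 0.914, adjusted p = 0.914). Over the same genes, the release median was 0.69 in mouse A and 0.73 in mouse B, and the sodium channel median 0.81 and 0.66, so the order depended on the mouse. From its heatmaps of ontologies, the paper describes neuronal ontologies as wide in TE, and microglial and oligodendrocyte ontologies as relatively low.

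**Figure D3:**
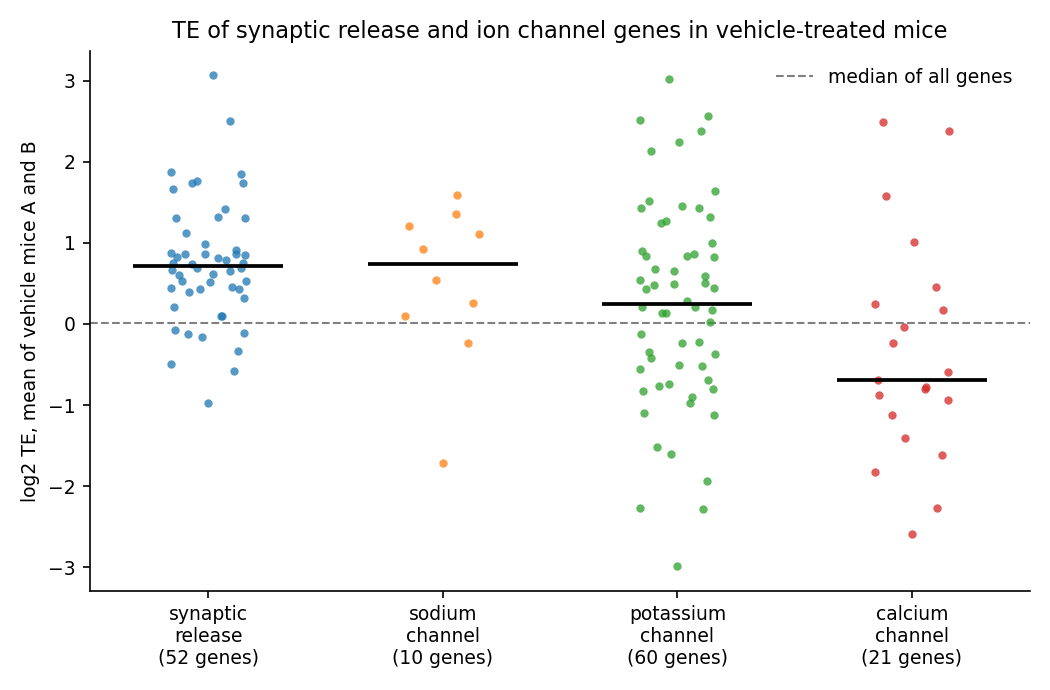
Log2 TE of each gene in the synaptic release list and of each gene with a sodium, potassium or calcium channel symbol. Values are the mean of vehicle-treated mice A and B. Points are genes, the black lines are medians and the dashed line is the median of all genes. The medians are 0.71 for release, 0.74 for sodium, 0.25 for potassium and −0.69 for calcium channels.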

**Fig. 3:**
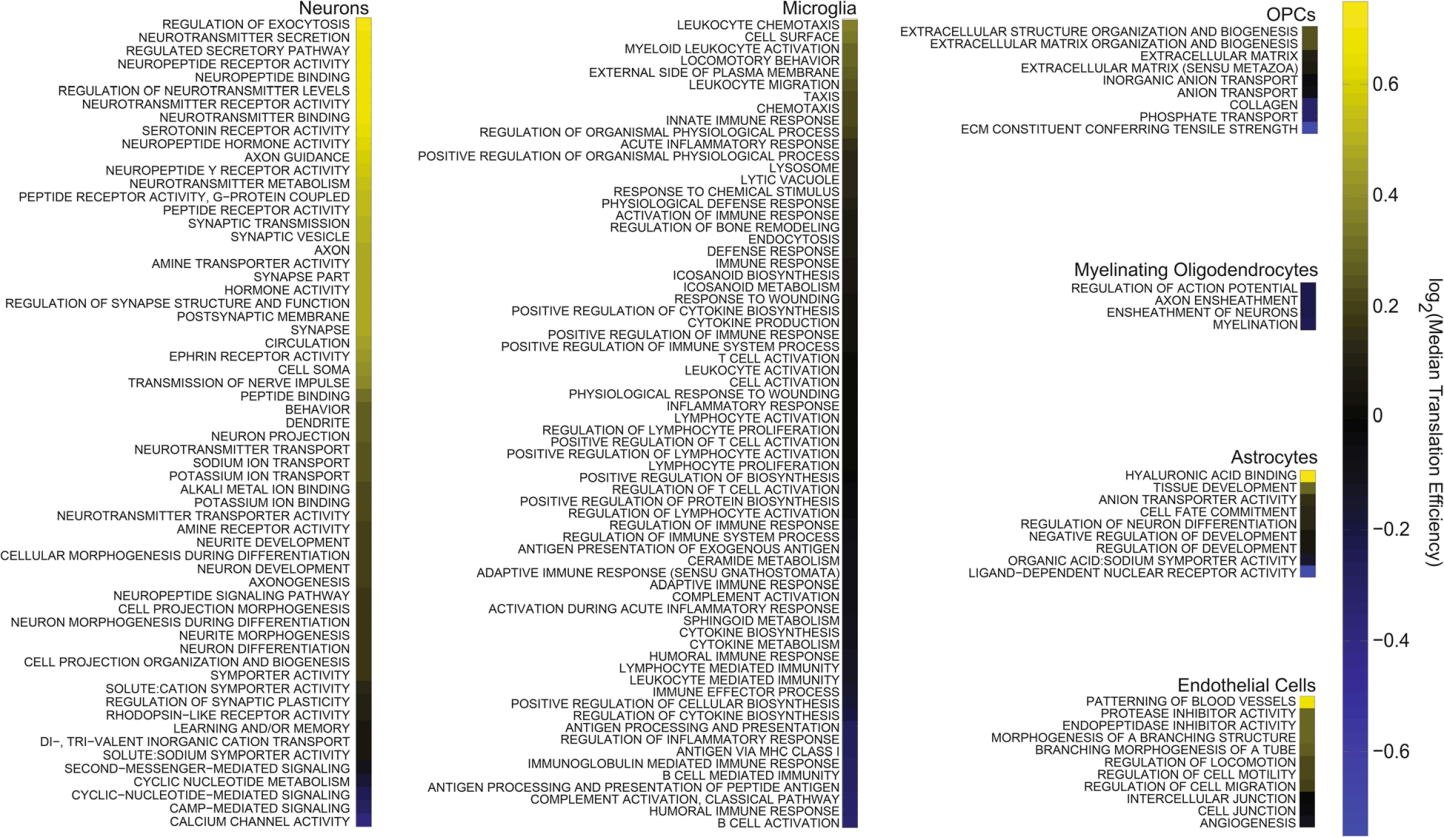
Cell type-specific gene ontologies recapitulate global translation efficiency trends. We used GSEA to identify gene ontologies enriched in cell type-specific genes. An enrichment score was calculated for all genes in each cell type based on RNA-Seq data from sorted neural cell types. This information was placed into six different rank lists, one for each cell type. A gene ontology was defined as being cell type-specific if it had a NES score for a cell type that was at least three units greater than the next highest NES score. Ligation-free ribosome profiling datasets from two mouse brains were averaged and used to calculate the median translation efficiency for each ontology. Highly enriched ontologies and their median translation efficiencies in descending order are displayed in the heatmaps

### uORFs and 5′ UTRs in the brain

One of the most intriguing findings of ribosome profiling studies in eukaryotes is the prevalence of unannotated uORFs which manifest as ribosomal density in the 5′ UTRs of mRNAs [1–4]. Recent studies have further refined these observations using computational methods to infer which instances of 5′ UTR density actually represent active uORF translation and correlate with direct observations of specific peptides in mass spectrometry [4]. Using our mouse brain dataset produced with ligation-free ribosome profiling, we have investigated the 5′ UTR ribosomal density among cell type-specific genes. Figure 4a shows that we detect 5′ UTR ribosomal density in a consistent fraction of genes across all cell type-specific gene sets. Previous studies using conventional ribosome profiling have shown that 5′ UTR ribosomal density is associated with different levels of CDS translation depending on sequence context [3, 10, 32]. Specifically, 5′ UTRs that harbor ribosome density but do not contain AUG sequences are associated with genes with higher TE in the annotated CDS, suggesting a potential regulatory role for upstream ribosomal density. Figure 4b shows that this general trend is borne out across all of our cell type-specific gene sets.

**Fig. 4:**
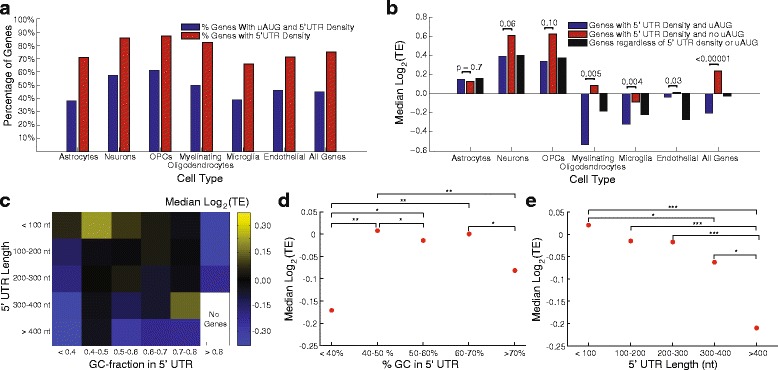
Features of 5′ UTRs are associated with CDS translation. **a** The percentage of cell type-specific genes with at least one ribosome footprint mapping to their 5′ UTR is plotted together with the percentage of cell type-specific genes with 5′ UTR ribosomal density and also containing a uAUG sequence. These values are highly consistent across cell types. **b** Genes containing a uAUG and 5′ UTR ribosomal density had lower CDS TE compared with genes without a uAUG. This effect was consistent across multiple cell types and was significant for myelinating, microglial, and endothelial cells. Furthermore, this effect was seen regardless of cell-type specificity. **c** Heatmap showing the relationship between 5′ UTR GC content, 5′ UTR length and CDS TE. Very high and very low GC content are associated with lower median TE. As the length of the 5′ UTR increases, the median TE of the CDS decreases. **d**, **e** The relationships between GC content (**d**) and 5′ UTR length (**e**) are independently plotted against median TE for each length or GC-content bin; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001

We also sought to determine how more general features of the 5′ UTR affect translation efficiency of the corresponding CDS in the brain. Figure 4c is a heatmap that simultaneously displays the relationships between CDS TE and both the length and GC content of the 5′ UTR across the transcriptome. Figure 4d, e display these relationships independently. In general, longer 5′ UTRs are associated with low TE and both high and low GC content are associated with low TE. Previous studies have shown that genes with highly structured 5′ UTRs are less abundant at the protein level in yeast [33], which is consistent with the reduced TE associated with long, GC-rich 5′ UTRs observed here.

### Translational targets of mTOR in the brain

A common application of ribosome profiling is the identification of translational alterations in response to perturbations such as drug treatment or stress. Cells have evolved elegant mechanisms for regulating the translation of specific genes, often through the interaction of signaling molecules with translation factors that control TE through specific *cis*-regulatory elements in mRNA. We sought to further test the efficacy of our ligation-free ribosome profiling method in the context of this important application by identifying the translational targets of mTOR signaling in the brain.

mTOR plays a crucial role in the translational control of ribosomal proteins and protein factors involved in translation initiation and elongation [34]. Many of these genes contain a terminal oligopyrimidine (TOP) motif in their 5′ UTRs through which translational control is thought to be mediated [34]. Multiple studies have used ribosome profiling to show that mTOR inhibition causes a coherent decrease in the TEs of the TOP motif-containing genes in cell culture [7, 8]. mTOR is an important drug target in multiple neurological disorders [35]. For example, rapalog inhibitors of mTOR have been shown to mitigate seizures in certain contexts [36]. We sought to determine whether mTOR controls the same set of target genes in brain.

We treated mice for 1 h with AZD-8055, an ATP-competitive inhibitor of mTOR that has been shown to cross the blood–brain barrier [22, 23]. We used a competitive inhibitor because previous work has shown that allosteric mTOR inhibitors like rapamycin do not induce the same level of translational alterations as competitive inhibitors [8]. This is, in part, because allosteric compounds do not fully inhibit 4E-BP phosphorylation, which is thought to be the primary mediator of translational control through which mTOR acts [7]. Figure 5a shows the effects of AZD-8055 on the phosphorylation of Rps6, which is phosphorylated by the protein kinase Rps6kb1 (i.e., p70S6K), which is activated by mTOR. As expected, Rps6 phosphorylation is clearly detectable in the brain, particularly in neurons, in an untreated mouse but becomes undetectable in a mouse treated with AZD-8055 based on both immunofluorescence (Fig. 5a) and western blot analysis (Additional file 6: Figure S5).

**Fig. 5:**
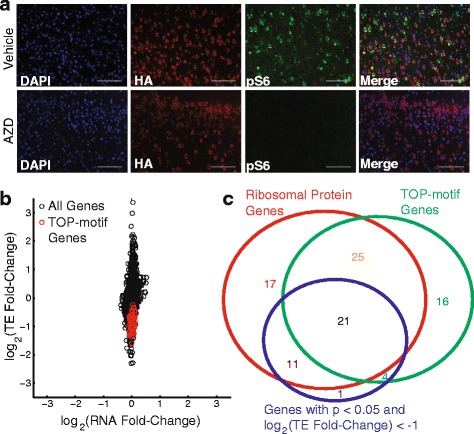
mTOR controls TOP motif-containing genes in the brain. Camk2a-RiboTag mice were treated for 1 h with the ATP-competitive mTOR inhibitor AZD-8055 and were used to generate ligation-free ribosome profiling libraries from brain tissue and fluorescence imaging data. **a** Treatment for 1 h with AZD-8055 was sufficient to drastically decrease levels of phosphorylated Rps6 in mouse brains. HA-staining indicates the presence of HA-tagged Rpl22 (RiboTag) in cells expressing Camk2a. **b** Comparison of RNA and TE fold changes between AZD-8055-treated and untreated mice. TE exhibits larger amplitude changes than RNA levels in response to mTOR inhibition in the brain. The TE of TOP motif-containing genes are greatly reduced. **c** We used RiboDiff to identify genes with significant differential translation efficiency and DESeq2 to identify genes with significant differential RNA expression in treated versus untreated mice. The Venn diagram shows the overlap between genes with significant translational reduction after AZD-8055 treatment, ribosomal proteins, and TOP motif-containing genes

We used ligation-free ribosome profiling to compare genome-wide TEs in mice treated with AZD-8055 and vehicle-treated mice. 

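The comparison uses the ribosome profiling and matched RNA-Seq libraries of mice C and D, which received 100 mg/kg AZD-8055 by oral gavage 1 h before they were sacrificed, and of mice A and B. The labels of the deposited data call mice A and B untreated where the methods describe vehicle. The RNA-Seq libraries of mice C and D held 10074126 and 10649939 reads on CDS. The paper tested TE with RiboDiff, which was not available, so the change in TE was taken as the interaction of assay and treatment in a negative binomial model of the 8 libraries, fitted with edgeR on TMM-normalized CDS counts. The test covered 10531 genes with a mean of at least 37 counts per library in each assay, and the common biological coefficient of variation was 0.0654. A gene was called with an adjusted p under the threshold of 0.05 and a change of more than 2-fold. RNA-Seq and footprint libraries were also tested on their own, with 12182 and 10695 genes. With 2 mice per condition, there are only 3 ways to divide the 4 mice into groups of 2, so the labels of the mice cannot be permuted to a small p.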

We then conducted a differential TE analysis comparing the treated and untreated conditions to identify genes with significant translational alterations (see “Methods”). Figure 5b shows that, overall, the amplitude of the observed alterations in TE are much larger than those found at the level of transcription alone. In addition, Fig. 5b shows that all of the canonical TOP motif-containing genes exhibit reduced TE in the brains of mice treated with the mTOR inhibitor AZD-8055. Furthermore, most of these TE changes are highly significant based on our differential translation analysis (Fig. 5c). 

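Over the 10531 tested genes, the log2 change in TE had an SD of 0.23 and the log2 change in RNA an SD of 0.16, a ratio of 1.49. A change of more than 2-fold was seen for 48 genes in TE (41 lower and 7 higher) and for 10 genes in RNA. The SD of the TE change was 0.18 among the 1035 genes with a mean of at least 1000 counts per library, where that of RNA was 0.11 and the ratio 1.59. These deep genes moved the SD most among the alternatives. When mice were regrouped so that each group held a vehicle-treated and a treated mouse, the SD over all genes was 0.21 and 0.19 for TE and 0.14 and 0.14 for RNA, with ratios of 1.44 and 1.39. Among the deep genes the regrouped SD was 0.0933 and 0.0919 for TE, and 0.10 and 0.13 for RNA. Simulated counts without any change gave an SD of 0.16 for TE and 0.0881 for RNA over all genes, and of 0.0456 and 0.0286 among the deep genes. Without the 98 ribosomal protein and other TOP genes the SD of the TE change was 0.22 over all genes. Among the deep genes, which hold 18 of these TOP genes, it was 0.14 without them. Leaving out 1 mouse gave an SD between 0.27 and 0.29 for TE and a ratio between 1.32 and 1.71. Each of these fits had more genes beyond 2-fold in TE than the full comparison, while the number in RNA went both ways.

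**Figure D4:**
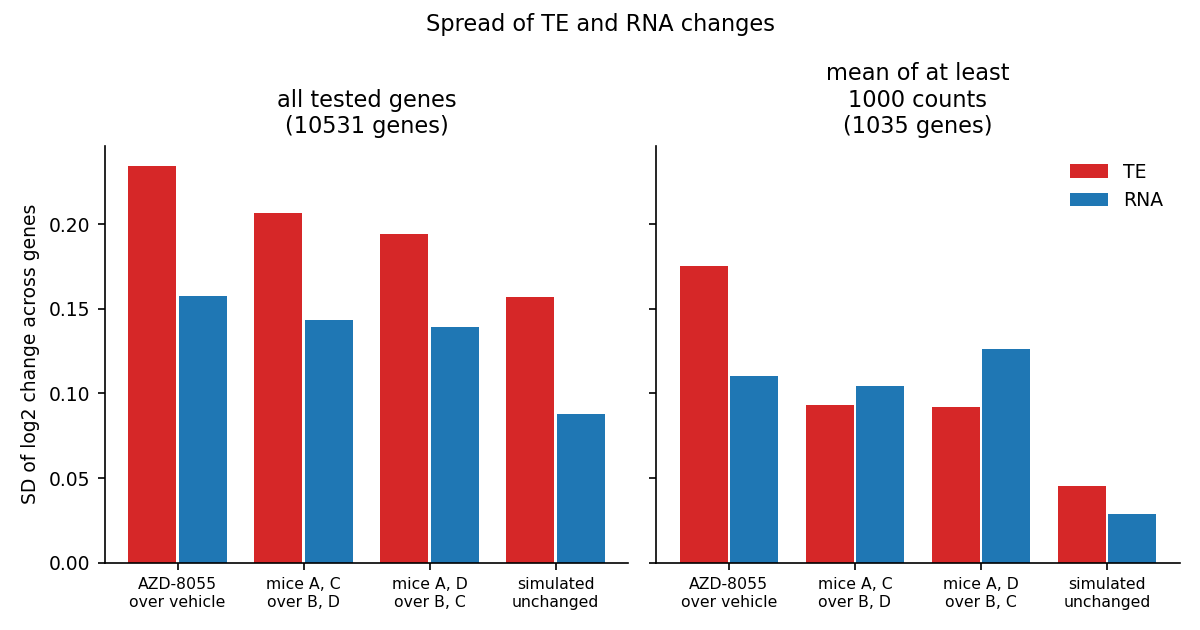
SD across genes of the log2 change in TE (red) and RNA (blue), for the real comparison, for the 2 other groupings of the 4 mice and for simulated unchanged counts. The left panel holds the 10531 tested genes and the right panel the 1035 genes with a mean of at least 1000 counts. Over all genes the regrouped mice come close to the real comparison (0.21 and 0.19 against 0.23 for TE), and among deep genes they lie lower (0.0933 and 0.0919 against 0.18).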

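At the level of RNA, edgeR's quasi-likelihood test called 11 genes lower and 7 genes higher after AZD-8055 without a limit on the fold change. The largest falls were those of Hes5 (−1.15, standard error 0.19, adjusted p = 0.0228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Lfng (−1.09), Plin4 (−0.93), Mdn1 (−0.72) and Ahnak (−0.67), on the log2 scale. The largest rises were those of Epha2 (1.74, standard error 0.28, adjusted p = 0.0199 from the same edgeR test), Cyr61 (1.13), Akap12 (0.65), Dusp1 (0.54) and Dusp6 (0.49). All 18 genes moved the same way in both treated mice. Mdn1 and Ahnak belong to a list of genes with very long coding sequences, whose other members were lower in RNA as well (median −0.21, 63 of 67 genes). Without a filter on low counts the test called 48 genes lower and 30 higher, the largest shift among the alternatives.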

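The paper's list of canonical TOP motif-containing genes is not in its text, so ribosomal protein genes were taken by symbol and joined by a list of other TOP genes, chiefly translation factors. All 81 ribosomal protein genes had a lower TE after AZD-8055, with a median log2 change of −0.88. They ranged from Rps12 at −1.35 to Rpl7l1 at −0.090. Their median log2 TE was −0.86 and −1.02 in the vehicle-treated mice and −1.86 and −1.84 in the treated mice. In 79 of the 81 genes both treated mice lay below both vehicle-treated mice, which a chance ordering of 4 mice gives for 16.7% of genes. All 17 other TOP genes were lower as well, with a median of −0.66, from Eef1a1 at −1.58 to Eef1d at −0.31. In 10000 random lists matched on expression, the lowest median was −0.079 for lists of 81 genes and −0.20 for lists of 17. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 74 of the ribosomal protein genes and 12 of the other TOP genes passed the threshold before any limit on the fold change, and 79 and 17 did when adjusted over the list alone. Both lists were also lower in limma's camera gene set test, and both calls held under fry (p = 3.6e-05 and 0.000206) and under camera with an estimated correlation (p = 0.000146 and 0.000473). Leaving out 1 mouse moved the median of the other TOP genes most among the alternatives, to between −0.70 and −0.61.

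**Figure D5:**
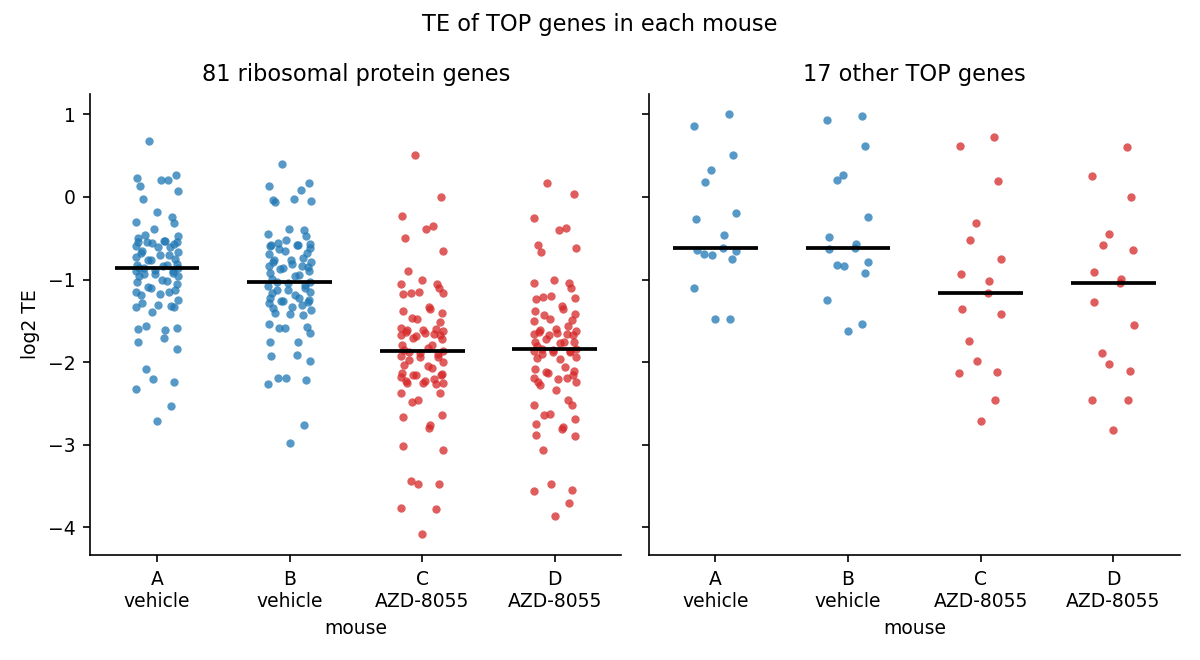
Log2 TE of the 81 ribosomal protein genes and the 17 other TOP genes in each mouse. Points are genes, black lines are medians, blue marks vehicle and red marks AZD-8055. The ribosomal protein medians are −0.86 and −1.02 with vehicle and −1.86 and −1.84 with AZD-8055.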

Overall, we found 37 genes with significant TE reduction after treatment and fold change amplitudes greater than 2. Of these 37 genes, 25 were in the list of canonical TOP motif-containing genes [7]. 

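The interaction test gave 34 genes with a TE reduction of more than 2-fold, of which 30 encode ribosomal proteins and 4 are other TOP genes. All 34 moved the same way in both treated mice. The count with a higher TE was 0, and 769 genes had an unadjusted p under 0.05 in either direction. With the mouse as a block, 6 genes passed with a higher TE. The largest change was that of Eef1a1, whose log2 TE was −1.10 and −1.25 in mice A and B and −2.71 and −2.82 in mice C and D. Its log2 change in TE was −1.58 (standard error 0.077, adjusted p = 1.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rps12 (standard error 0.14, adjusted p = 2.7e-05 in the same edgeR test), Rpl13a (−1.34), Rps20 (−1.34) and Pabpc1 (−1.33) came next. For Eef1a1 the change arose in the footprints. Normalized RNA-Seq counts of Eef1a1 lay between 23385 and 24659 in the 4 mice, while its normalized footprint counts were 11403 and 9855 with vehicle and 3775 and 3371 with AZD-8055. The ribosome profiling libraries tested on their own gave 105 genes with lower and 5 with higher footprints. The largest fall was that of Pmch (−2.48, standard error 0.47, adjusted p = 0.0352 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which rested on mouse C and was −1.72 without it. DESeq2 did not call it (adjusted p = 0.861). Eef1a1 (−1.57), Rps12 (−1.41), Rps20 (−1.38) and Rpl30 (−1.33) came next. Cdx4 rose most (1.18), but it had no RNA-Seq counts in any of the 4 mice. Dusp6 (0.61), Egr4 (0.58), Ss18l1 (0.56) and Haghl (0.52) rose as well. Without the limit on the fold change 96 genes had a lower TE, the largest shift in the count among the alternatives. From the drop in TE of these genes, the paper concludes that mTOR exerts rapid and widespread translational control over the TOP motif-containing genes in the brain.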

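All 37 genes of Table S2 were among those tested, and all 37 had a lower TE in the edgeR fit. The 34 genes past both limits are all in Table S2. Among the other 3, Rpl5 (−0.99, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Rpl35 (−0.99, adjusted p = 3.1e-05 from the same edgeR test) passed the threshold but stayed just under a 2-fold change. Mmgt1, with a mean of 50.8 RNA-Seq counts, changed by −1.09 (standard error 0.26) and had an adjusted p of 0.0704 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the mouse as a block in the model Mmgt1 passed as well. A total of 32 of the 37 genes match the symbols of ribosomal proteins. Across the 37 genes, which were chosen for their change and are not independent replicates, the log2 changes and the paper's own were correlated with Pearson's r of 0.993, and they differed by a median of 0.015 and by at most 0.048.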

Of the remaining 12 genes, all but one are ribosomal proteins and all 12 genes clearly contain TOP motifs (Additional file 7: Table S2). Not only do these results further validate our ligation-free ribosome profiling technique, they also demonstrate rapid and widespread translational control of the TOP motif-containing genes by mTOR in the brain only 1 h following administration of an inhibitor.

## Discussion

We have demonstrated a new approach to library construction for ribosome profiling and used it to show new cell type-specific patterns of protein synthesis in the brain. Through the use of template switching, we bypassed several inefficient and time-consuming steps associated with conventional ribosome profiling, such as ligation, and eliminated almost all gel purification steps. Using ligation-free ribosome profiling, we can construct libraries from as little as 1 ng of purified RNA footprints and the resulting library complexity and gene detection efficiency are comparable to those of conventional ribosome profiling. Furthermore, due to the elimination of several enzymatic and precipitation steps, the amount of time required to perform library construction with ligation-free ribosome profiling is as little as one day following isolation of RNA footprints.

Although ligation-free ribosome profiling offers the advantages described above, conventional ribosome profiling has some advantages in terms of resolving ribosome footprints. Both the 3′ and 5′ ends of ligation-free ribosome profiling reads are associated with low complexity sequences. Specifically, the 3′ end is poly(dA) and the 5′ end is another low complexity sequence. This complicates precise determination of the ribosome footprint insert sequence, a problem that is resolved by ligation of specific sequence adapters in the conventional library construction protocol. Nonetheless, for the purposes of measuring translation efficiency and other metrics presented here, this shortcoming does not pose a major issue.

Using ligation-free ribosome profiling, we have shown that genes expressed in specific cell types exhibit distinct distributions of translation efficiency in the brain. Interestingly, most neuron-specific genes have either relatively high or low translation, implying that they are under a high level of translational regulation. We validated these findings in Camk2a-expressing neurons using the RiboTag system, which allows isolation of polysomal mRNA from specific cell types. At the level of GOs, neuron-specific genes involved in synaptic function are efficiently translated as a group compared with, for example, neuron-specific ion channels. We also found that genes associated with three stages of oligodendrocyte differentiation exhibited different translation efficiencies. OPC-specific genes were translated more efficiently than genes specific to newly formed oligodendrocytes, while fully differentiated, myelinating oligodendrocyte-specific genes had the lowest translation efficiency of the three stages. We have also determined the relationship between CDS translation efficiency and the GC content and length of 5′ UTR sequences in the brain. In general, long, GC-rich 5′ UTRs are associated with low translation efficiency, consistent with the notion that genes containing highly structured 5′ UTRs are lowly translated. Finally, we observed widespread translational repression of genes containing the TOP motif in response to mTOR inhibition. Our treatment window was just 1 h, suggesting that these alterations comprise the earliest effects of competitive mTOR inhibition in the brain.

## Conclusions

Taken together, the above results provide convincing evidence that ligation-free ribosome profiling allows rapid and quantitative translational profiling, even in complex tissues like the mammalian brain. We anticipate that the simplified procedure described here will expand the use of ribosome profiling and may enable new, low-input or larger-scale applications.

## Methods

### Camk2a-RiboTag mouse model

Camk2a-cre mice (JAX ID 005359) have the mouse calcium/calmodulin-dependent protein kinase II alpha (*Camk2a*) promoter driving Cre recombinase expression in the forebrain, specifically in principal excitatory neurons. Camk2a-cre mice were crossed to RiboTag mice (JAX ID 011029) which contain a conditional knock-in allele where exon 4 of the ribosomal protein L22 (Rpl22) is flanked by loxP sites, followed by an identical exon tagged with three repeated hemagglutinin epitope coding sequences (HA-tag). The resulting Camk2a-cre-RiboTag cross expresses the HA-tagged Rpl22 protein in principal excitatory neurons. Camk2a-cre heterozygotes were crossed to homozygous RiboTag mice and genotyped with primers for Cre (GCG GTC TGG CAG TAA AAA CTA TC (transgene), GTG AAA CAG CAT TGC TGT CAC TT (transgene), CTA GGC CAC AGA ATT GAA AGA TCT (internal positive control forward), GTA GGT GGA AAT TCT AGC ATC ATC C (internal positive control reverse)) and for RiboTag (GGG AGG CTT GCT GGA TAT G (forward), TTT CCA GAC ACA GGC TAA GTA CAC (reverse)).

Previous reports have shown that recombination with the Camk2a promoter-driven cre begins during the third postnatal week and is completed by the fourth postnatal week; therefore, we chose to use mice that were 3 months old for all experiments [37].

### Drug delivery and tissue collection

AZD-8055 (Selleckchem) was dissolved in Captisol and diluted to a final Captisol concentration of 30 % (w/v). A single dose of AZD-8055 was administered by oral gavage (100 mg/kg). Vehicle consisted of 30 % captisol and was also delivered by oral gavage. Camk2a-cre-RiboTag mice were sacrificed 1 h after AZD-8055 or vehicle administration; two mice were used per condition. Cervical dislocation was performed and the right frontal lobe of the brain was collected and snap-frozen in liquid nitrogen prior to polysome extraction. The remaining brain lobes were fixed in 4 % paraformaldehyde for 48 h and embedded in paraffin for histological analysis.

### Immunofluorescence

Fixed brains were embedded in paraffin and tissue sections (5 μm) were used for staining. To remove excess paraffin, slides were immersed in xylene then rehydrated by incubation in 100, 95, and 75 % ethanol. Slides were washed in phosphate-buffered saline (PBS) then water. For antigen retrieval 10 mM citrate buffer (pH 6.0) was heated and slides were immersed for 20 minutes, followed by PBS washes. Sections were then permeabilized with 0.5 % Triton-X100 in PBS for 15 minutes, blocked in 5 % goat serum for 1 h, and incubated with primary antibodies overnight at 4 °C. Sections were washed three times in PBS and incubated with AlexaFluor-conjugated secondary antibodies (1:1000, Invitrogen) for 1 h at room temperature and counterstained with DAPI. Stained tissue sections were imaged using a Nikon TE2000 epifluorescence microscope.

### Antibodies

The following primary antibodies were used for immunofluorescence and western blotting: mouse monoclonal anti-HA.11 ascites (1:500, Biolegend #901515), rabbit anti-pS6 S240/244 (1:500, Cell Signaling #2215), rabbit anti-NeuN (1:500, Cell Signaling #12943), rabbit anti-pS6 S235/236 (1:1000, Cell Signaling #2211), rabbit anti-S6 (1:1000, Cell Signaling #2217), rabbit anti-β-actin (1:1000, Cell Signaling #4970S). The following secondary antibodies were used for immunofluorescence and western blotting: goat anti-rabbit Alexa 488 (1:1000, Invitrogen #A11008) and goat anti-mouse Alexa 568 (1:1000, Invitrogen #A11031).

### Western blot analysis

Tissue was collected 1 h after vehicle or AZD-8055 administration (20 mg/kg or 100 mg/kg AZD-8055). The right frontal brain lobe was lysed from male mice that were 12 weeks old. Tissue was lysed in 1 mL cell extraction buffer (Invitrogen #FNN10011) supplemented with protease (Sigma #P7626) and phosphatase inhibitors (Sigma#P5726, #P0044) with a Dounce homogenizer. Lysate was centrifuged and the supernatant was collected for total protein quantification. Total protein (30 μg) was loaded to a NuPAGE 4-12 % Bis-Tris gel and subject to gel electrophoresis according to the manufacturer’s instructions (Invitrogen #NP0321BOX). Bands were detected by fluorescent imaging using the Typhoon imaging system.

### Tissue processing for RNA

Snap frozen tissue samples (5 mg) were homogenized at 4 °C with a Dounce homogenizer in 1 mL of polysome lysis buffer (20 mM Tris-HCl pH 7.5, 250 mM NaCl, 15 mM MgCl_2_,1 mM DTT, 0.5 % Triton X-100, 0.024 U/ml TurboDNase, 0.48 U/mL RNasin, and 0.1 mg/ml cycloheximide). Homogenates were centrifuged for 10 minutes at 4 °C, 14,000 × g. The supernatant was removed and used for the isolation of ribosome footprints, total RNA, and polysome immunoprecipitation (IP). SUPERase-In (0.24U/mL) was added to the lysate used for polysome IP to prevent RNA degradation.

### Polysome IP

Lysate (100 μL) was used as the input, from which RNA was extracted using the RNeasy Mini Kit (Qiagen). The remaining lysate was used for indirect IP of polysomes. We coupled 15 μL of mouse monoclonal anti-HA.11 (ascites, Biolegend) to lysate with rotation at 4 °C for 4 h. We used 150 μL of protein G-coated Dynabeads (30 mg/mL, Life Technologies) and washed them with 600 μL polysome lysis buffer three times. The conjugated lysate was then added to protein G-coated Dynabeads and incubated with rotation at 4 °C overnight. Beads were then washed three times with 500 μL of polysome lysis buffer. RNA was extracted from magnetic beads with polysome release buffer (20 mM Tris-HCl pH 7.3, 250 mM NaCl, 0.5 % Triton X-100, 50 mM EDTA) four times for 5 minutes each (140 μL × 4). RNA from the pooled supernatants (560 μL) was then extracted with the RNeasy Mini Kit (Qiagen) and RNA integrity was assessed using a Bioanalyzer (Agilent).

### RNA sequencing libraries

RNA samples were provided to the Columbia Sulzberger Genome Center for poly(A)-selection and RNA-Seq using the Illumina TruSeq kit. A total of four RNASeq libraries were generated for AZD-treated and vehicle control mice. RNASeq libraries were generated from matched samples used in ligation-free ribosome profiling experiments. Four additional libraries were sequenced from non-ribosome profiling matched samples; two total input samples and two matched HA-IP samples.

### Polysome profiling and qPCR validation

The left frontal lobe, contralateral to the portion used to generate a ligation-free ribosome profiling library, was conserved and used to generate qPCR data from polysome profiles. The tissue sample was lysed with a Dounce homogenizer, as previously described, and fractionated with a 15–50 % sucrose gradient at 37,000 RPM for 3.5 h. Polysome profiles were obtained and RNA was extracted from fractions using an RNA Clean and Concentrator column (Zymo). cDNA was generated with a high-capacity RNA to cDNA kit (Life Technologies). qPCR was performed on each fraction with five probes representing genes with either high or low TE as found by ribosome profiling: SYT1 (Mm00436858_m1), SNAP25 (Mm01276449_m1), TGFB1 (Mm01178820_m1), PKD1 (Mm00465434_m1), and TRPV6 (Mm00499069_m1) (ThermoFisher). TaqMan Universal Master Mix (Life Technologies) was used to setup qPCR reactions and a Bio-Rad CFX-96 was used to amplify and read plates. All experiments were performed in triplicate. CQ was determined for each sample and an average CQ number was calculated for each set of triplicates. CQ numbers were converted using abundance = 2^1−CQ^ and the highest value for each gene normalized to 1.

These values were then plotted according to the polysome peak from which they were obtained.

### Ribosome Profiling Sensitivity Measurement

A 34-base RNA oligo, ‘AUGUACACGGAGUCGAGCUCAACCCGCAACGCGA[Phos]’, was purchased from Sigma and used to generate conventional and ligation-free ribosome profiling libraries. Conventional libraries were generated using the protocol described in Ingolia et al. [11] using the primers described in Gonzalez et al. [10]. The template oligo was serially diluted to the following concentrations; 100 ng, 10 ng, 1 ng, 0.1 ng and 0.01 ng. Following dephosphorylation, both conventional and ligation-free construction schemes were used to attempt to generate libraries at each concentration. For the final PCR step for all libraries in both protocols, PCR was restricted to 9 cycles with 90 % of the remaining material. Samples were diluted as necessary and assessed with a High-Sensitivity DNA Bioanalyzer Chip (Agilent).

### Poly(A) tailing of size selected fragments

Ribosomal footprints were isolated with a sucrose cushion, size-selected, and dephosphorylated as previously described [2, 11]. Following dephosphorylation of size-selected footprints, we determined the concentration of input material using a Bioanalyzer (RNA 6000 Pico Chip, Agilent Technologies). We found that quantification with a Bioanalyzer was more accurate than with a RNA Qubit or Nanodrop due to the presence of Glycoblue (Ambion) as a precipitant. We used a newly developed kit for small RNA library construction (SMARTer® smRNA-Seq Kit for Illumina®, Clontech catalog number 635030) to generate ligation-free ribosome profiling libraries. Between 1 and 5 ng of size-selected material was used as input and diluted with water to a total volume of 7 μL. Ensuring that reagents remained on ice, polyadenylation mix was prepared by combining 7 μL of RNA input with 2.5 μL of mix 1, which includes poly(A) polymerase. After adding the polyadenylation mix, samples were incubated for 5 minutes at 16 °C. Following incubation, samples were immediately placed on ice to ensure the poly(A) tailing reaction did not continue.

### Reverse transcription and template switching

Proceeding from the previous step within 5 minutes, samples were allowed to cool for 1 minute on ice. A 3′ smRNA dT primer (1 μL) was added to each tube and mixed by pipetting. Samples were incubated for 3 minutes at 72 °C and then transferred to ice for 2 minutes. During this incubation step, RT master mix was prepared. The RT master mix consisted of 6.5 μL smRNA mix 2, 0.5 μL RNase inhibitor, and 2 μL PrimeScript RT and 9 μL was added to each sample and mixed by pipetting. Samples were placed in a thermocycler pre-heated to 42 °C and incubated at 42 °C for 1 h followed by a 10-minute incubation at 70 °C to heat-inactivate the enzyme.

### Ribosomal RNA depletion

Ribosomal RNA (rRNA) was depleted from samples with a subtraction oligo pool as described previously [11]. Briefly, the subtraction oligo pool consists of several dozen short biotinylated oligos complementary to rRNA fragments that commonly contaminate mammalian ribosome profiling libraries. Following hybridization, the oligos are removed with magnetic streptavidin beads. We combined 10 μL of the previous RT reaction with 2 μL of the subtraction oligo pool and mixed. The mixture was heated to 100 °C for 90 s in a thermocycler. Following heating, the mixture was placed into a 100 °C heatblock and allowed to cool to 37 °C. Upon reaching 37 °C, the mixture was removed from the heatblock and incubated for 15 minutes at 37 °C in a thermocycler. While the depletion mixture incubated, 37.5 μL myOne Strepavidin C1 DynaBeads (Invitrogen) were prepared for each sample. Streptavidin beads were washed three times with an equal volume of 1× polysome buffer. Following the final wash, beads were split into 25 μL and 12.5 μL aliquots. After removing the polysome buffer from the 25 μL aliquot of beads, the depletion mixture was added to the beads and the resulting mixture was incubated for 15 minutes at 37 °C. The depletion mixture was then recovered from the beads using a magnet and added to the second, 12.5 μL aliquot of beads. The resulting mixture was incubated for 15 minutes at 37 °C. Ensuring no beads were carried over, the depleted RT reaction was then recovered using a magnet.

### PCR library amplification

The SeqAmp DNA polymerase included in the SMARTer® smRNA-Seq Kit (Clontech) was used to amplify cDNA from the depleted RT reactions. For the experiments reported, we used the low-throughput primer set from Clontech (catalog number 634844) but have also had success using Clontech’s high-throughput primers (included in the SMARTer® smRNA-Seq Kit). PCR reactions were incubated for 1 minute at 98 °C followed by 12 cycles of a two-step protocol of 98 °C for 10 s and 68 °C for 10 s.

### Purification of libraries

Purification is necessary due to the presence of primers and other contaminants from upstream reactions. Furthermore, it is critical to ensure reduction of a non-product secondary peak ~25 nucleotides smaller than the product peak. The secondary peak increases linearly with PCR cycle number and is inversely related to total input used. Because the secondary peak is similar to the expected peak size from ribosome profiling and can interfere with sequencing, it is essential to ensure that it is at least less than half the size of the product-peak. We performed two rounds of purification with AMPure XP beads (Beckman Coulter) at a 1.8× and 1.2× ratio (due to differences in product size, the ratio must be altered when used with the high-throughput primer set).

### Validation of ribosome profiling libraries

We used the Qubit dsDNA High-Sensitivity kit (Life Technologies) to quantify libraries prior to pooling. Libraries were evaluated for the presence of primer and secondary peak with the High-Sensitivity Bioanalyzer DNA chip (Agilent Technologies). In order to fully remove primers and to reduce the contribution of the aforementioned no-insert secondary peak, some libraries require an additional round of 1.2× or 1.0× AMPure XP bead cleanup. Sequencing was performed on a NextSeq 500 desktop sequencer with a 75 cycle high-output kit (Illumina). We obtained between 20 and 50 million demultiplexed, pass-filtered, single-end reads for each sample.

### Bioinformatic analysis of ribosome profiling and RNA-Seq libraries

Each read contains a G-rich region from terminal transferase activity, followed by a ribosome footprint and a poly(A) tail. The first 5 and last 20 bases of each read were removed with fastx_trimmer from the FASTX Toolkit. Because the poly(A) tail can appear at different points in the read, stretches of “AAAAAAAA” at the 3′ end of reads were removed with fastx_clipper; reads shorter than 15 bases after trimming and clipping were discarded. Contaminating rRNA reads were removed by mapping all reads to a rRNA reference library with Bowtie2, allowing for one error and outputting reads which did not align [11]. Reads which did not map to the rRNA reference were aligned to the genome and transcriptome with TopHat2 without looking for novel junctions. Following mapping, read counting was performed with HTSeq set in interstrict mode. 

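Between 17417 and 18281 of the genes in the table had at least 1 footprint on CDS in a ribosome profiling library. At least 37 footprints were counted for 11628 genes in mouse A, 10371 in mouse B, 9469 in mouse C and 10540 in mouse D. The 10 genes with the most footprints held between 3.77% and 3.92% of a library, and the single most abundant was Hspa8 in mice A, B and C.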

We obtained between four and ten million reads uniquely mapped to the CDS per ribosome profiling sample. RNA-Seq data were sequenced and analyzed as previously reported [10]. We obtained between nine and ten million reads uniquely mapped to the CDS per RNA-Seq sample and 17–19 million reads uniquely mapped to exons.

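In the deposited exon table, the RNA-Seq libraries matched to ribosome profiling held 16796999 reads in mouse A, 17693845 in mouse B, 17608981 in mouse C and 18947314 in mouse D. The exon table lists 23352 genes. The median log2 ratio of exon to CDS counts of a gene lay between 0.59 and 0.61 in these 4 libraries. The 10 genes with the most reads on CDS held between 3.07% and 3.18% of a library. Mice C and D held 10074126 and 10649939 RNA-Seq reads on CDS, and the RiboTag inputs 12580397 and 15585831. These totals lay above the upper limit that the paper gives for RNA-Seq reads on CDS.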

### Calculation of unique fragments

The number of unique fragments was calculated for both methods of ribosome profiling with Picard Tools downloaded from the Broad Institute. Picard Tools was used in MarkDuplicates mode and was run using files downsampled from the original.bam file output from TopHat that was previously generated for each sample. Downsampling was performed with fastq-sample from the fastq-tool suite. Following sorting and indexing with SamTools, the number of unique fragments was determined with Picard Tools.

### Analysis of translational activity and RiboTag enrichment

To analyze differential translation efficiency between the control and AZD-treated samples, we used the recently reported RiboDiff algorithm with the CDS-mapping RNA-Seq and ribosome profiling reads as input [38]. RiboTag enrichment scores were calculated from two RiboTag IP experiments and two homogenate experiments. RiboTag enrichment scores were calculated for each gene by first normalizing counts found in RiboTag and homogenate samples by size factors generated from DESeq2. Following normalization, enrichment scores were calculated by dividing normalized RiboTag counts by normalized homogenate counts.

Translation efficiency was also calculated on a per-sample basis by normalizing ribosome profiling and RNA-Seq counts by size factors from DESeq2 and dividing ribosome profiling counts by RNA-Seq counts. We thresholded downstream analyses by removing genes that had less than 37 counts in ribosome profiling and RNASeq data. 

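With this limit applied to both libraries of a single vehicle-treated mouse, 11227 genes of mouse A and 10228 genes of mouse B had a TE.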

When the TE of both samples in a group was used, the threshold was increased to 75 counts.

### Cell type-specific specific lists

We used an RNA-Seq database generated from purified representative cell type populations in order to generate rank lists of cell type-specific genes [20]. We created seven cell type-specific enrichment rank lists, one for each of the seven representative cell types in the database. Enrichment scores for each cell type were calculated for every gene. These scores *E* were calculated for each gene *i* in each cell type *j* and were computed from their cell type-specific RNA expression levels *FPKM*_*ij*_ using the following equation:

$$ E=\frac{FPK{M}_{ij}}{{\displaystyle {\sum}_k}FPK{M}_{ik}}-\frac{1}{2} $$

This resulted in seven cell type-specific enrichment scores between −0.5 and 0.5 for each gene. This value was later recalculated without including newly formed oligodendrocytes as a cell type (in order to improve enrichment among the remaining cell types due to significant overlap between myelinating and newly formed oligodendrocytes). These cell-type enrichment rank lists were later used in gene set enrichment analysis (GSEA) and to define which genes were most associated with specific cell types. Cell type-specific genes were defined as having an enrichment score greater than 0.2.

### Gene set enrichment analysis

In order to determine the role of translational regulation in cell type-specific genes, we performed a GSEA with software downloaded from the Broad Institute [29]. In all instances of GSEA we performed a “classic” GSEA analysis in pre-ranked mode. Gene sets were constructed from previously calculated and thresholded TE values for each sample individually and for combined samples as described above. Between 10,201 and 9904 genes (difference due to previously mentioned thresholding) were ranked based on their TE calculated from untreated RiboTag brains into bins. 

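Of the genes with a TE in a single vehicle-treated mouse, 11203 from mouse A and 10203 from mouse B also had a RiboTag enrichment and could be ranked by it.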

Equal sized bins spanning 0.75 TE units were constructed around the median and populated with genes based on their TE rank. This was then used as the gene set input for GSEA for each sample.

Cell type-specific enrichment scores, which are described above, were ranked and used to determine if cell type-specific genes were enriched in TE bins. Input to GSEA was a gene set composed of TE values for a given sample (described above) and a rank list composed of the enrichment scores of a single cell type. GSEA was then repeated for the gene set with every cell type rank list. Normalized enrichment scores (NESs) were generated from the GSEA software and then used to generate figures. The statistical significance of differences in TE between cell types was calculated using GSEA. The enrichment scores previously calculated for each cell type were used to generate a new comparison score for each gene *i* in each cell type *k* and *j*:

$$ Es=\frac{E_{ik}}{E_{ij}} $$

Rank lists were then generated for each pairwise combination of cell types composed of calculated comparison scores for each gene. GSEA was run with the same settings as before using the previously generated gene sets based on TE scores. False discovery rate (FDR)-corrected *p* values are plotted in Additional file 3: Figure S3.

### GO analysis

As a secondary means of displaying the cell type-specific translational landscapes we observed, we generated lists of cell type-specific GOs. In order to calculate the enrichment of cell type-specific genes in GOs, a list of 1400 GOs taken from the iPAGE database [39] was used to create gene sets where each set was a single ontology. NES for the enrichment of cell type-specific genes in individual ontologies were produced using this gene set in conjunction with previously generated rank lists comprised of enrichment scores (one for each cell type). A GO was defined as being enriched in an individual cell type if the NES for that cell type was at least three units higher than the next highest NES for that GO. Median TE was calculated for genes within enriched ontologies and plotted.

### 5′ UTR analysis

The number of ribosome profiling and RNA-Seq reads mapped to the 5′ UTR were counted with HTSeq-counts set to region-interstrict mode for each matched sample. Cell type-specific genes were defined for this analysis as having a previously calculated enrichment value greater than 0.2. The fraction of cell type-specific genes with 5′ UTR ribosomal density was calculated as the percentage of cell type-specific genes with at least one ribosomal footprint in the 5′ UTR region. Upstream AUG sequences were identified with a custom python script and defined as any AUG sequence found within the 5′ UTR region of a gene in genes with 5′ UTR density. The median TE was calculated for cell type-specific genes as well as for the subgroups of cell type-specific genes with 5′ UTR density and containing uAUG and genes containing 5′ UTR density without uAUG. The weighted average of 5′ UTR length for each gene was calculated using isoform abundance information from Cufflinks. Cufflinks was quantified against a reference transcript annotation and otherwise run with default settings. GC content of 5′ UTRs was calculated in the same manner using isoform abundance information from Cufflinks. Genes were sorted into bins defined by GC content and length and the median TE was calculated. The significance of the change in TE due to 5′ UTR GC content and 5′ UTR length was calculated using the Mann–Whitney U test.

## Abbreviations

cDNA, complementary DNA; CDS, coding sequence; GO, gene ontology; GSEA, gene set enrichment analysis; HA, hemagglutinin; IP, immunoprecipitation; mTOR, mammalian target of rapamycin; NES, normalized enrichment score; OPC, oligodendrocyte precursor cell; ORF, open reading frame; PBS, phosphate-buffered saline; PCR, polymerase chain reaction; qPCR, quantitative PCR; RT, reverse transcription; TE, translation efficiency; TOP, terminal oligopyrimidine; uORF, upstream open reading frame; UTR, untranslated region

## Additional files

Additional file 1: Figure S1. Sensitivity of conventional and ligation-free strategies. Ligation-free and conventional libraries were generated from a serially diluted 34-base RNA oligonucleotide and analyzed via Bioanalyzer following an equal number of PCR cycles for each library. All ligation-free library preparations except for the 0.01 ng sample were loaded onto the Bioanalyzer at a 1:10 dilution to avoid saturating the detector at high concentrations. Detectable libraries were successfully generated for all concentrations using the ligation-free method but could only be generated using conventional methods for the 100- and 10-ng inputs. (PDF 665 kb) Additional file 2: Figure S2. Highly translated genes identified by ligation-free ribosome profiling are shifted to heavier polysomes. qPCR was performed with five probes on fractions isolated from a polysome profile from left frontal lobe brain tissue. **a** Genes found to be highly translated in ribosome profiling data, Snap-25 and Syt1, were found to be shifted to heavier polysomes; fractions 8 and 9. Genes found to be lowly translated, Tgfb1, Trpv6, and Pkd-1, were found to be most concentrated in lighter polysomes, fractions 4 and 5. **b** The polysome profile denotes from which portion of the profile fractions were obtained. (PDF 509 kb) Additional file 3: Figure S3. Comparison of ligation-free ribosome profiling and RNA-Seq to protein abundances measured by mass spectrometry. RNA-Seq and ligation-free ribosome profiling data from this experiment were plotted against proteomics data from a mouse of the same age and similar background. **a** RNA-Seq data plotted against whole brain mass spectrometry protein abundance are correlated with r = 0.52 and r^2^ = 0.27. **b** Ligation-free ribosome profiling data plotted against whole brain mass spectrometry protein abundance are better correlated than in **a** with r = 0.60 and r^2^ = 0.36. (PDF 1606 kb) Additional file 4: Figure S4. False discovery rate (FDR)-corrected *p* values for pairwise comparisons of each cell type at each TE bin for the heatmaps shown in Fig. 2b computed by GSEA. (PDF 874 kb) Additional file 5: Table S1. List of cell type-specific gene ontologies and their median TEs. (XLSX 13 kb) Additional file 6: Figure S5. We sacrificed mice 1 h after oral administration of AZD-8055 and performed western blot analysis on homogenized brain tissue. Administration of AZD-8055 in a Camk2a-RiboTag mouse decreases mTOR activity as detected by phosphorylation of Rps6. Phosphorylated Rps6 levels were compared with Rps6 and β-actin levels for vehicle, 20 mg/kg AZD-8055, and 100 mg/kg AZD-8055 treatments. *LE* long exposure. (PDF 884 kb) Additional file 7: Table S2. Table of genes altered following AZD-8055 treatment with *p*_*adj*_ values <0.05 and fold change >2.

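Table S1 lists, for each of 6 cell types, ontologies that the paper defined as enriched in that cell type because their NES there exceeded the next highest NES by a set margin, and the median log2 TE of the genes in each ontology. A median describes neither the spread within an ontology nor the overlap between ontologies, and several neighbouring entries share the same median. The table does not name the genes of an ontology, so its values could not be recomputed.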

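Table S2 holds the adjusted p and the log2 change in TE that RiboDiff gave for each gene, and in a further block of columns the TE of the treated and the control mice. These TEs are ratios and not logarithms. On the log2 scale, the TE in control mice lies apart from the TE computed here from size factors by a nearly constant amount, 1.01 for the median of 36 genes and between 1.00 and 1.02 for each of them. The shift has no bearing on the change in TE, which is a difference of TE values.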

# Supplementary material for: Ligation-free ribosome profiling of cell type-specific translation in the brain
**Source:** Genome Biol. 2016 Jul 5;17:149. doi: 10.1186/s13059-016-1005-1

**A**

RNA-Seq vs. Mass Spectrometry Protein Abundance

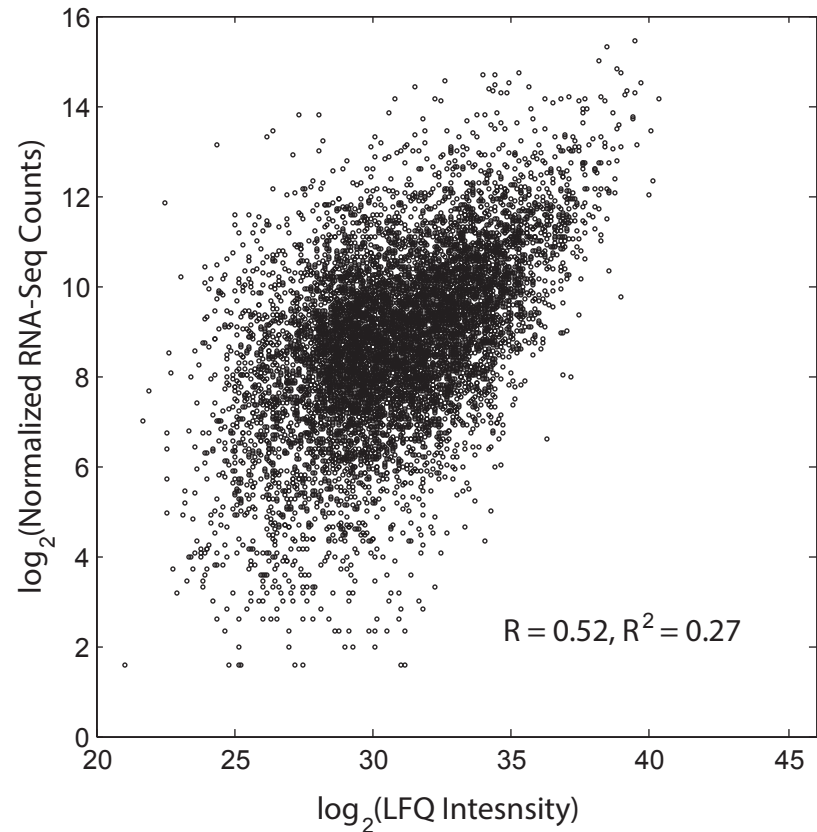**B**

Ribosome Profiling vs. Mass Spectrometry Protein Abundance

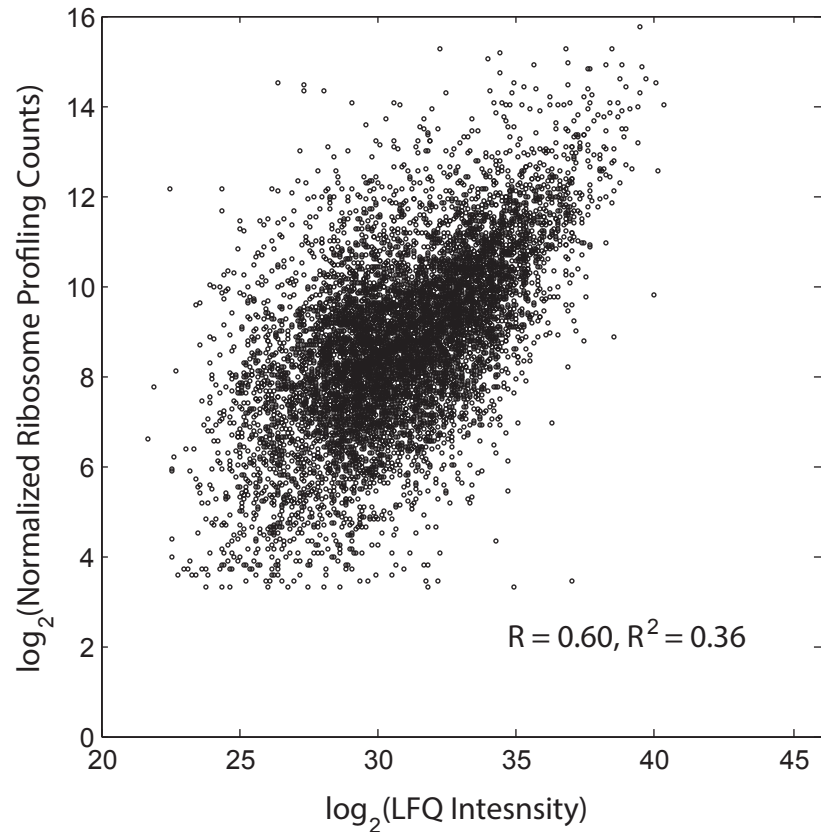

**Supplement:** Additional file 3: Figure S3. — Comparison of ligation-free ribosome profiling and RNA-Seq to protein abundances measured by mass spectrometry. RNA-Seq and ligation-free ribosome profiling data from this experiment were plotted against proteomics data from a mouse of the same age and similar background. a RNA-Seq data plotted against whole brain mass spectrometry protein abundance are correlated with r = 0.52 and r2 = 0.27. b Ligation-free ribosome profiling data plotted against whole brain mass spectrometry protein abundance are better correlated than in a with r = 0.60 and r2 = 0.36.

How the deposited data were processed for this re-analysis (not part of the article)

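The data comprise 12 libraries from the brains of 6 adult Camk2a-RiboTag mice. Mice A and B received vehicle and mice C and D received AZD-8055, and each of the 4 gave a ribosome profiling library and a poly(A)-selected RNA-Seq library. Mice E and F each gave an RNA-Seq library of homogenized tissue (input) and of immunoprecipitated polysomes (IP), and the labels call them untreated.

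The values are counts of reads per gene, which the authors deposited without normalization, on CDS for all 12 libraries and on exons for the 8 RNA-Seq libraries. For the ribosome profiling libraries the authors removed the first and last bases of each read, clipped poly(A) stretches, discarded short reads and reads mapped to rRNA with Bowtie2, aligned with TopHat2 and counted with HTSeq in its strict intersection mode. All values in both tables are whole numbers whose totals differ between libraries. The genome build and annotation are not named in the paper's text, so no positions are given. Symbols that look like dates were kept as separate entries, and their genes could not be named.

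Mouse letters pair the libraries, since libraries with the same letter come from one animal. Across genes, the difference between mice A and B was correlated between RNA-Seq and ribosome profiling at 0.263 (9707 genes), that between mice C and D at 0.247 (9337 genes), and that between mice E and F in input and IP at 0.615 (11675 genes). Genes are not independent replicates, and these values describe the libraries.

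TE and RiboTag enrichment were computed as ratios of counts divided by DESeq2 size factors (DESeq2 1.42.0). Changes in TE, RNA and footprints and the RiboTag IP were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood F-test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, on genes with a mean of at least 37 counts per library. TE and IP calls also needed a fold change over 2. The paper's RiboDiff was not available. Gene set tests used limma 3.58.1. Gene lists, GSEA and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. A list was set against 10000 random lists matched in 20 bins of expression, and list differences were tested with 100000 permutations, two-sided. The spread of changes used a pseudocount of 1. TMM factors lay between 0.976 and 1.03.

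The procedures were tested on simulated data with 200 genes changed by 1.5 on the log2 scale. The TE test recovered 97.5% of them with 6.25% false calls, the RNA test 99.0% with 2.94%, the footprint test 98.5% with 6.64%, and the IP test 95.0% with 8.65%. These calls used the adjusted p alone, without a limit on the fold change. Over 200 simulated lists without a shift, the random lists called 6.50% and GSEA 3.50%. With a shift these shares were 74.0% and 100%. The simulated lists held more genes than any list of a cell type, and the simulated GSEA sets more than the outer TE bins. The shares therefore do not give the power for those lists and bins.

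Gene lists, models, tests of the comparisons and alternatives were set before the data were examined, apart from the list of genes with very long coding sequences, which was written after the tests of single genes had been seen and before the list was tested. Several tests of explanations were chosen after the result was seen, and they are named as such where their values are given. The genes named are those in the paper's results text and Fig. 2e, the genes of Table S2 with the largest decrease and Mmgt1, the 5 largest rises and falls in each test among genes that moved the same way in both mice, and members of a list where it is discussed. Other genes are named where a small count calls for it. Some genes that this rule covers are not reported here. The alternatives were DESeq2 or limma-voom in place of edgeR, other normalizations, other filters on low counts, exon in place of CDS counts or the reverse, the mouse as a block, no limit on the fold change, other TE bins, another pseudocount and leaving out each mouse.

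Lists without a passage of their own gave these median log2 TEs. The Fig. 2e markers of OPC gave 1.00 (3 genes), of oligodendrocytes −0.31 (5 genes) and of astrocytes 0.18 (8 genes). Immediate early genes gave 0.33 (16 genes), sex-linked genes −0.26 (4 genes), striatal genes 0.065 (13 genes), choroid plexus genes 0.26 (3 genes) and genes with very long coding sequences 0.27 (75 genes). The striatal median relative to all genes was −0.10 without mouse A and 0.21 without mouse B. None of the 5 blood genes in the table passed the count threshold.

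The analyses by 5′ UTR and by TOP start were not run, because no genome or annotation with UTRs was at hand. The comparisons with sorted cells, ontology members, mass spectrometry, qPCR and imaging were left out for lack of those data.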

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

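The tests of sex-linked genes, of Ttr in single libraries, of the striatal list and of lower RNA counts behind a higher TE were chosen only after the result was seen, and the list of long genes was written after the tests of single genes. The choice of genes without RNA-Seq reads was corrected after its values were seen.

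Xist, which the paper does not discuss, had 19641 exon counts in the input with fewer of them, and at most 15 in the RNA-Seq of mice A to D. The RiboTag libraries held at most 19 CDS counts on 4 Y-linked genes, while each library of mice A to D held at least 557. This is consistent with female mice E and F and male mice A to D. The paper gives a sex, male, only for the mice of its western blots, and the labels give none. TE and RiboTag enrichment then come from mice of different sex, and an effect of sex on their comparison was not tested.

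Ttr was 24.0-fold higher in the RNA-Seq of mouse B than in the mean of mice A, C and D. Its footprints were 20.3-fold higher, which argues against reads gained in a single library. The other 8 genes of the choroid plexus list were each highest in mouse B in both assays, with a median log2 difference of 2.42 in RNA. Several of these genes had few counts, with Cldn2 at 14 and Kcne2 at 14 RNA-Seq counts in mouse B. Choroid plexus tissue in the sample of mouse B is a candidate explanation, and a biological difference between mice stays untested.

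The log2 ratio of exon to CDS counts was higher in IP than in input by a median of 0.31 over all genes. The shift was 0.058 in genes enriched by IP, 0.33 in depleted genes and 0.39 in the others. The enriched and depleted genes were called from the same exon counts, and the shift was largest in genes of neither class. These values therefore do not decide whether different transcripts in the other cell types contribute. The 76 genes with very long coding sequences had a median log2 change by IP of −1.21, and 69 were lower. A loss of the 5′ parts of transcripts in the IP libraries may therefore contribute to the shift. These genes were not compared between cell types, and a lower expression of them in excitatory neurons stays untested.

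Among the genes of the striatal list, 12 that did not pass the threshold singly had a median log2 RNA change of 0.23 after AZD-8055, and all 12 were higher. Their footprints rose by a median of 0.27. More striatal tissue in the samples of mice C and D is a candidate explanation. An effect of the drug on these genes is untested, and with 2 mice per condition dissection is confounded with treatment.

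Genes with very long coding sequences were lower in RNA after AZD-8055, with a median log2 change of −0.21 in the 67 genes of the list other than those called, of which 63 were lower. Fewer reads from long transcripts in the RNA-Seq libraries of mice C and D may explain this. An effect of the drug on long transcripts is untested.

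Without the limit on the fold change, 10 genes had a higher TE: Dst, Cacna1e, Mdn1, Macf1, Ubr4, Fras1, Wdfy3, Smg1, Fat3 and Bsn. They were named after their values were seen. All 10 were lower in RNA (median −0.43) and higher in footprints (median 0.15), and the RNA change was larger in each. The footprints of the 72 long genes called neither for lower RNA nor for higher TE rose by a median of 0.072. Of them, 50 were higher and 22 lower, and the median lay at the 99.51 percentile of random lists. Since these are not the 10 genes named, the rise does not decide how far lower RNA counts account for the higher TE. A biological rise in the translation of the 10 genes is untested.

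A further 10 genes had a lower TE without that limit and were on neither the ribosomal protein nor the other TOP list: Cct4, Cox7a2l, Eif2a, Eif3m, Eif4a2, Nob1, Nsa2, Pfdn5, Pitpnb and Snx5. They too were named after their values were seen. No technical explanation was tested for them, and whether their transcripts start with a TOP motif was not tested.

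A total of 8 genes had at least 75 footprints in each vehicle-treated mouse and no RNA-Seq reads in mice A to D, among them Cdx4, Hoxd1, Olfr1018, Olfr1148, Slc6a2, Tlr11 and Tuba3b. The 8 genes held 0.0214% of the footprints of mice A and B, and between 79 and 388 each per mouse. With 3 RNA-Seq counts per library taken as the most that a count of 0 allows, their log2 TE was at least between 5.45 and 7.43, above that of Grin2b (4.42), the highest of the other genes. The genes were chosen for lacking RNA-Seq reads, which fixes this outcome, so mRNA too rare to count and footprints from other sequences cannot be told apart.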

How the results depend on the processing

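The tests behind the values in this part were all set before the result was seen. With 2 mice per condition, fits without a mouse give fold changes and no calls.

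The count of 34 genes with lower TE lay between 33 and 37 across tests, normalizations, filters and the mouse as a block, and at least 33 of the 34 genes were shared in each. It was 96 without the limit on the fold change, which follows from that limit. The 34 genes stayed lower without any of the 4 mice, and between 27 and 34 of them stayed beyond 2-fold. The count with higher TE was 0 under most alternatives, 1 without a filter and 10 without the limit on the fold change. With the mouse as a block in a paired fit it was 6. The block also called 3 further genes lower, among them Mmgt1. The cause was not tested.

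In RNA, DESeq2 called 17 genes lower in place of 11, of which 8 were shared. Without a filter 48 genes were lower and 30 higher. In footprints, 204 genes were lower and 60 higher without a filter, and 11 were higher with DESeq2 and 21 with a mean of at least 100 counts. The cause was not tested.

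CDS counts gave 2493 genes enriched by IP, of which 1423 were shared with exon counts. They gave 3187 depleted genes, of which 2094 were shared. Of the 2888 genes depleted with exon counts 794 were lost, and 358 of these had been tested with CDS counts. Without the limit on the fold change 4463 genes were enriched and 4731 depleted. Camk2a reversed with CDS counts, to −0.66, and the cause was not tested.

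The median TE change of ribosomal protein genes stayed between −0.93 and −0.85. That of the other TOP genes was −0.65 with DESeq2 and from −0.70 to −0.61 across the fits that each left out 1 mouse.

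The median log2 TE of all genes was −0.082 with counts scaled by library totals, −0.069 with 75 counts in either kind of library and 0.091 with 200 counts in both. With 200 counts the list medians relative to all genes were −0.40 for myelin genes, 0.79 for OPC, 0.72 for pan-neuronal, 0.62 for release, 0.64 for sodium, 0.39 for potassium and −0.78 for calcium channel genes. These limits test fewer or more genes. Without mouse A or B the medians ranged from −0.36 to −0.34 for myelin, 0.77 to 0.78 for pan-neuronal, 0.69 to 0.70 for release, 0.63 to 0.64 for sodium and 0.25 to 0.40 for potassium channel genes. For some lists these values cover other genes, since the limit on counts was applied to 1 mouse. The lower value for microglia without mouse A (−0.31) and the endothelial value without it (−0.99) rest on mouse B.

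Scaling RiboTag counts by library totals gave marker medians of 0.70 for excitatory, −2.38 for inhibitory, −4.31 for OPC, −3.56 for oligodendrocyte and −3.19 for astrocyte markers. All directions were kept. CDS counts gave 1.19 for excitatory and −4.14 for OPC markers. Without mouse E or F the excitatory median ranged from 1.10 to 1.16 and the OPC median from −3.90 to −3.77.

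The mean NES of the lowest bins was −1.08 with bins of equal gene number, −2.65 with genes above the median expression and 0.87 with CDS counts. That of the middle bins was 2.56 and 0.86 in the first 2 of these settings, and ranged from 0.65 (without mouse A) to 1.43 across the fits without 1 mouse. That of the highest bins was −2.23, −3.01 and −6.30, and ranged from −3.86 to −3.47. The cause was not tested.

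The SD of the TE change was 0.20 with a mean of at least 100 counts and 0.18 with at least 1000, and ranged from 0.27 to 0.29 without 1 mouse. Its ratio to the SD of the RNA change ranged from 1.32 to 1.71.

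For single genes, 359 of 376 values kept their direction and side of the threshold, 8 were weaker, 8 stronger and 1 reversed. Of 318 other values, 70 moved by more than the spread between mice. For the main results beyond single genes, 64 values moved under the alternatives and 112 stayed the same. Depth limits single genes such as Trpv6 and Tgfb1. The alternatives for 5′ UTRs and TOP starts were not run.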

Differences from the paper's values

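None of the comparisons in this part was chosen after the result was seen, apart from the directions listed after the median.

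The median log2 TE was 0.016 against the paper's −0.02. It was 0.0023 with size factors over the 4 vehicle libraries, −0.082 with counts scaled by library totals, −0.069 with 75 counts in either kind of library, 0.091 with 200 counts in both, 0.017 with summed counts, 0.033 without mouse A and 0.00044 without mouse B. None of the alternatives set before the data were examined closed the gap by the rule used.

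The paper states that part of the genes expressed in Camk2a-expressing neurons show relatively high TE and the others relatively low TE. Along the RiboTag ranking computed here the lowest and highest bins had negative mean NES (−2.32 and −3.59) and the middle bins a positive one (1.26). The middle bins went both ways, with an NES of 4.80 in bin 6 and −3.58 in bin 7. With CDS counts the lowest bins had a mean NES of 0.87, from −1.40 in bin 1 to 2.46 in bin 3. With bins of equal gene number the 3 lowest had an NES of −3.32, −1.01 and 1.08, and the 3 highest of 2.24, −1.67 and −7.26.

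The paper states that neuronal genes are mostly at the extremes of TE. The pan-neuronal list had an SD of 0.63, less than most random lists, and so had the release list (0.75). The potassium and calcium channel lists had an SD of 1.26 and 1.38, wider than most random lists (99.6 and 96.4 percentile). These lists are not a ranking of all genes by neuronal expression, which the paper used, so they do not test its statement. The paper places microglial genes at low TE, and the microglial list lay at the 16.4 percentile of random lists. The paper places myelinating oligodendrocytes lowest in their lineage, and here the newly formed median (0.23) lay under the myelinating one (0.32), a difference of −0.090 that the permutation test did not tell from 0 (p = 0.831, adjusted p = 0.914). Over the same genes the newly formed median was 0.36 and the myelinating one 0.48 in mouse A, and 0.12 and 0.23 in mouse B.

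The paper describes sodium channels as lower in TE than genes of synaptic release. The sodium channel median was 0.74 and that of release 0.71 for the mean of both mice. Over the same genes these medians were 0.81 and 0.69 in mouse A, and 0.66 and 0.73, the paper's order, in mouse B.

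In Fig. 2e, Calb2 reads about −1 in one brain by eye and slightly positive in the other. With exon counts it was −1.47 in mouse E and −0.076 in mouse F. With CDS counts it was −1.27 and 0.14. The brains of the figure were not matched to the mice.

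Of the genes in Table S2, Rpl35, Rpl5 and Mmgt1 were not called. The fit with the mouse as a block called Mmgt1. The fit without a filter on low counts called Rpl35 and Rpl5, and so did the absence of a limit on the fold change.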

Other observations

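The tests of the ratio of spreads over all genes, of ribosomal protein genes in the IP and of the share and noise of genes with high TE were chosen only after the result was seen.

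Only 1 of the 3 splits of mice A to D into groups of 2, the real one, gave as many genes that passed both the adjusted p and the 2-fold limit for TE. It gave 34, and the other 2 gave 1 and 0. Without regard to the adjusted p, 48 genes changed beyond 2-fold in the real split and 10 and 6 in the others. The ribosomal protein genes, a list set in advance, had a median log2 TE change of −0.88 in the real split and of −0.070 and −0.065 in the others. All 81 of them and all 17 other TOP genes were lower after AZD-8055, and in 79 and 17 of them both treated mice lay below both vehicle-treated mice, against 16.7% of genes by chance. These values argue against chance variation of single genes. With 3 splits of 4 mice the share of splits cannot be small, and this count alone leaves open a difference between the mice that fell along the treatment by chance.

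Among genes with a mean of at least 1000 counts the SD of the TE change was 0.18 and that of RNA 0.11. Simulated unchanged genes gave an SD of 0.0456 and the other splits at most 0.0933, which argues against counting noise and against differences between mice as the whole cause. A wider change in TE than in RNA may therefore follow the treatment in these genes. Over all tested genes the smaller ratio of TE to RNA spread in the other splits was 1.39, close to the 1.49 of the real comparison. Simulated unchanged counts over all genes also gave a wider SD for TE (0.16) than for RNA (0.0881). A wider spread in TE over all genes therefore arises without the drug. The other splits hold counting noise too, so they do not separate it from differences between mice.

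Ribosomal protein genes, whose TE is low, were enriched by IP with a median of 1.03 against 0.16 for all ranked genes, and all 79 were higher in both mice. These values are the pattern itself, so they do not separately test enrichment by the number of ribosomes on an mRNA. A higher expression in excitatory neurons is untested.

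The 480 genes with high TE were lower in IP than the others by a median difference of −0.42. The genes were divided into 3 groups by their share of reads outside the CDS. The difference was smallest in the group with the highest share, at −0.19, which held 367 of the genes with high TE. It was −2.47 in the group with the lowest share and −1.36 in the middle group, with only 60 and 53 such genes. The difference stayed negative in each group, which argues against the share as the whole cause. Its size varied with the share, and most genes with high TE lay where it was smallest. Among genes above the median expression the difference was −0.41, which argues against noise at low counts. No biological explanation was tested.

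After AZD-8055, immediate early genes had a median log2 change of 0.22 in RNA and 0.26 in footprints, with 2 genes called in each. Striatal genes had 1 gene called in RNA. Sex-linked genes had a median RNA change of −0.19 in 4 genes.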
